# NPC transplantation rescues sci-driven cAMP/EPAC2 alterations, leading to neuroprotection and microglial modulation

**DOI:** 10.1007/s00018-022-04494-w

**Published:** 2022-07-29

**Authors:** Beatriz Martínez-Rojas, Esther Giraldo, Rubén Grillo-Risco, Marta R. Hidalgo, Eric López-Mocholi, Ana Alastrue-Agudo, Francisco García-García, Victoria Moreno-Manzano

**Keywords:** NPC transplantation, Transcriptomic analysis, Spinal cord injury, cAMP, EPAC2

## Abstract

Neural progenitor cell (NPC) transplantation represents a promising treatment strategy for spinal cord injury (SCI); however, the underlying therapeutic mechanisms remain incompletely understood. We demonstrate that severe spinal contusion in adult rats causes transcriptional dysregulation, which persists from early subacute to chronic stages of SCI and affects nearly 20,000 genes in total tissue extracts. Functional analysis of this dysregulated transcriptome reveals the significant downregulation of cAMP signalling components immediately after SCI, involving genes such as EPAC2 (exchange protein directly activated by cAMP), PKA, BDNF, and CAMKK2. The ectopic transplantation of spinal cord-derived NPCs at acute or subacute stages of SCI induces a significant transcriptional impact in spinal tissue, as evidenced by the normalized expression of a large proportion of SCI-affected genes. The transcriptional modulation pattern driven by NPC transplantation includes the rescued expression of cAMP signalling genes, including EPAC2. We also explore how the sustained in vivo inhibition of EPAC2 downstream signalling via the intrathecal administration of ESI-05 for 1 week impacts therapeutic mechanisms involved in the NPC-mediated treatment of SCI. NPC transplantation in SCI rats in the presence and absence of ESI-05 administration prompts increased rostral cAMP levels; however, NPC and ESI-05 treated animals exhibit a significant reduction in EPAC2 mRNA levels compared to animals receiving only NPCs treatment. Compared with transplanted animals, NPCs + ESI-05 treatment increases the scar area (as shown by GFAP staining), polarizes microglia into an inflammatory phenotype, and increases the magnitude of the gap between NeuN + cells across the lesion. Overall, our results indicate that the NPC-associated therapeutic mechanisms in the context of SCI involve the cAMP pathway, which reduces inflammation and provides a more neuropermissive environment through an EPAC2-dependent mechanism.

**Graphical abstract:**

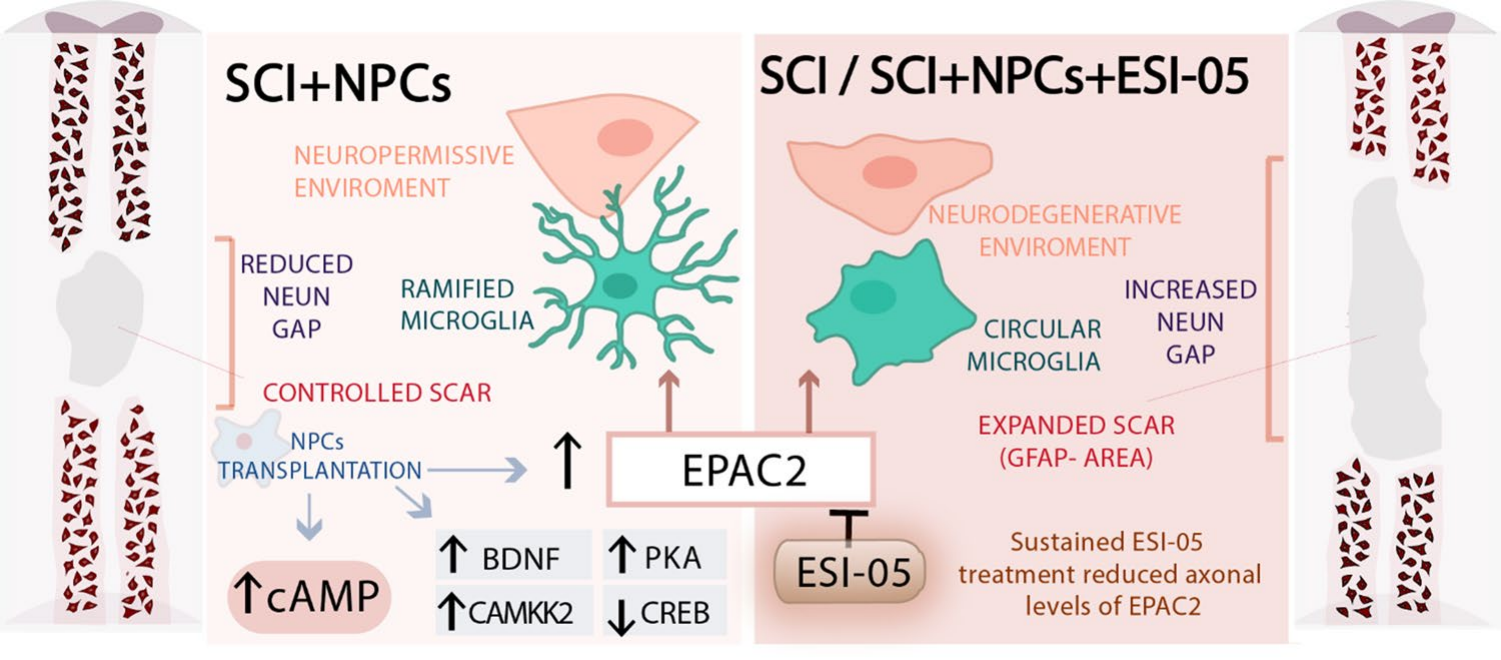

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00018-022-04494-w.

## Introduction

Spinal cord injury (SCI) occurs when a traumatic insult disrupts the communication of impulses through the central nervous system (CNS), resulting in the loss of motor and sensory function below the injured area. Even given recent advances, we still lack effective strategies that restore spinal cord functionality after injury [1]. The search for SCI treatments remains challenging, given the highly complex physiopathological events induced by the initial injury and the involvement of multiple cell types and thousands of transcriptional events [2]. Our incomplete understanding of the molecular mechanisms underlying the dynamic pathophysiology of SCI represents a significant impediment to the development of efficient therapeutic strategies and makes the selection of rationalized therapies for acute, sub-acute, and chronic disease states a challenging task.

Cell-based therapies [3] are an attractive alternative to conventional neuronal preservation and regeneration approaches for acute or chronic SCI [4]. Neural progenitor cell (NPC) transplantation represents a promising therapeutic approach, as these multipotent cells can re-establish and replace damaged neuronal circuits (reviewed by Lane, Lepore, and Fischer [5]). The transplantation of adult-derived NPCs obtained from naïve [6] or injured [7] spinal cord tissue has been extensively explored in SCI models; however, the limited availability of NPCs in human adult tissues has hampered clinical translation and prompted the widespread application of NPCs prepared from earlier developmental stages (i.e., from neonatal or foetal tissues) [8].

NPCs differentiate into three different lineages (including neurons and glia) after transplantation into the injured spinal cord. Differentiated neurons can synaptically integrate into the disrupted circuitry and create novel neuronal relays across the injury [9], while glia [10] (astrocytes and oligodendrocytes) provide support to both host and NPC-derived neurons, attenuate glial scar formation [11], and enhance the remyelination of injured axons [12]. NPC transplantation simultaneously provides multiple therapeutic activities and, as such, represents an intrinsically multifactorial therapy. NPCs can (i) serve as a source of new cells to restore the structural integrity of the injured spinal cord [13], (ii) provide neurotrophic support through the secretion of specific factors (such as nerve growth factor, brain-derived neurotrophic factor [BDNF], and glial cell-derived neurotrophic factor) into the injured microenvironment [14, 15], (iii) modulate inflammatory responses [16], and (iv) protect against glutamate-mediated excitotoxicity [17, 18]. Of note, the precise molecular mechanisms driving the NPC-induced pleiotropic spectrum of effects remain minimally defined.

Elevating cyclic adenosine monophosphate (cAMP) levels also represents a promising means of promoting neural regeneration after SCI, as studies have revealed that high levels of cAMP promote axonal growth in a range of species [19, 20]. Throughout development, endogenous levels of cAMP decrease in dorsal root ganglia neurons in parallel with the loss of axon-growing capacity; thus, the decay in basal cAMP levels associates with a switch from the regenerative state of embryonic neurons to the non-regenerative state of the adult CNS [21].

Unfortunately, cAMP levels decay by around four-fold after SCI, thus generating a non-conducive environment for CNS regeneration [22]. Pearse et al. reported that cAMP levels decayed by 64.3% in the spinal cord rostral to the injury, 68.1% in the brainstem, and 69.7% in the sensorimotor cortex for at least 2 weeks after SCI [20]; however, the mechanism driving cAMP decay and whether decay occurs in all spinal cord cell types or a specific subpopulation remains unclear. Overall, findings from a range of related studies have provided insight into the importance of cAMP signalling during CNS regeneration; therefore, a more profound study of this pathway may provide therapeutic targets for CNS pathologies in general and, more specifically, SCI.

Reports have suggested that the cAMP signalling cascade signals solely through protein kinase A (PKA) activation; however, recent research has demonstrated that cAMP binding activates a guanine nucleotide exchange factor—Rap guanine nucleotide exchange factor (GEF) 4 (RAPGEF4), also known as exchange protein directly activated by cAMP 2 (EPAC2) [23]. Guijarro-Belmar et al*.* demonstrated that an EPAC2 activator (S-220) delivered to ex vivo spinal cord slices modulated the lesion environment, prompted axonal outgrowth by reducing astrocyte/microglial activation, and resulted in significantly better locomotor performance for up to 4 weeks after treatment when applied in vivo [24].

To date, cAMP-targeted SCI treatments have focused on the application of general modulators of the pathway, such as adenylate cyclase (AC) stimulators, phosphodiesterase (PDE) inhibitors [25, 26], or cAMP analogues [27] alone or in combination with cell therapies [20, 28–30]. While many of these studies reported functional recovery, applying more specific drugs may provide a deeper understanding of the individual implications of EPAC2/PKA in driving regeneration in the context of SCI and NPC transplantation.

The present study aimed to define alterations to transcriptional profiles during SCI evolution and the molecular processes underlying NPC-based therapies, focusing primarily on cAMP signalling. Furthermore, we investigated the potential involvement of EPAC2 in NPC transplantation-mediated regeneration after SCI through the in vivo administration of the specific EPAC2 inhibitor ESI-05.

## Results

### SCI induces robust and persistent transcriptional dysregulation

We evaluated transcriptional profiles at early and chronic stages after SCI to understand the evolving mechanisms occurring after severe traumatic SCI, induced by applying a 250 kdyn contusion at the thoracic vertebrae 8 level in adult Sprague Dawley female rats (Fig. 1A, upper panel displays a schematic diagram of the experimental design). 

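The microarray data comprised 28 arrays in 7 groups of 4. Uninjured spinal cords (T0) and injured cords taken 1, 2, 4 and 8 weeks after SCI (T1, T2, T4 and T8) formed the time course, and the remaining 8 arrays came from transplanted animals. The sample labels name the T0 animals sham, whereas the paper names them uninjured. In this assay, RNA is copied into cRNA that carries a single dye (Cy3) and binds to DNA probes printed on a glass slide, and the brightness of a spot measures the amount of the matching transcript. Each of the 7 slides carried 4 arrays, and each array held 45018 spots, of which 1639 were controls and 43379 belonged to 41012 rat probes. The scanner's software located the spots, subtracted the background and corrected trends across each array, which gave the processed intensity of each spot that the authors deposited. The percentage of the 43379 spots well above background, which stands in for depth on arrays, ranged from 77.4% to 78.7% in T0 (median 77.7%), from 79.0% to 81.9% in T1 (median 80.3%) and from 75.1% to 81.3% in T2 (median 80.5%). It ranged from 80.2% to 80.9% in T4 (median 80.8%) and from 79.0% to 82.7% in T8 (median 80.6%), and no spot was saturated on any array. The number of arrays limits the precision of each comparison. In arrays simulated with each feature's estimated spread and with changes of 1 or 2 on the log2 scale between T1 and T0 in 200 of the 35469 features tested, 91% of the changes of 2 and 56% of those of 1 were called, and 5.16% of the calls were false. The adjusted p depends on how many features change, and 15877 were called for T1 against T0 in the data. The simulated noise was also independent between arrays. These shares therefore hold for the simulated setting and do not carry over to the comparisons here.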

We collected 1.5 cm long samples of the spinal cord tissue (including the injury epicentre) at time points representing early subacute (1 week; T1) [31], late subacute (2 weeks; T2) [32], early chronic (4 weeks; T4), and late chronic (8 weeks; T8) [33] stages to generate transcriptional profiles using the Rat Gene Expression microarray platform (Agilent-014879 Whole Rat Genome Microarray 4 × 44 K G4131F, Agilent). 

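From the processed intensities, log2 values were taken, control spots and spots that the scanner software marked as outliers were left out, and all arrays were quantile normalized together, the step between arrays that the paper names. Spots of a probe were averaged, then probes with the same gene name, which gave the 35469 features, 4498 of them resting on more than 1 probe. limma was fitted once to the 28 arrays with a mean for each group, so that every comparison shared the same estimate of spread, and a feature was called a DEG at a Benjamini-Hochberg adjusted p under 0.05. The authors deposited each array in a pair of forms, the scanner output and a column of a normalized log2 value table, and these forms conflict on which sample 16 of the 28 arrays belong to. Each column of the value table has the rank order of exactly 1 scanner output (Spearman correlation of 1, against at most 0.993 for any other). For 12 samples this is the sample's own scanner output. For the other 16, on 4 slides, it is the output deposited under a sample of another group at the same position on another slide, and the correlation with the sample's own output lies between 0.948 and 0.992. Here, each scanner output was given the sample whose column of the value table it matches. The sample of these 16 arrays therefore rests on the authors' value table and goes against the labels of the scanner outputs, and the deposited data do not settle the sample of every one of them. On the axis from uninjured to injured arrays, a test chosen after the data were seen, all 16 lay on the side of their group by the value table and 12 did as deposited. As deposited, T0 replicates 2 and 4 lay on the injured side, and T1 replicate 3 and T2 replicate 4 on the uninjured side. These positions argue against the deposited samples of these arrays. A Mantel test on the 190 pairs of 20 arrays gave Pearson 0.381 by the value table and 0.375 as deposited. The Spearman values were 0.807 and 0.375. Each permutation p (0.0088 and 0.0112) sets an assignment against no association and not against the other assignment. Undisputed arrays enter both tests alike, so these p-values do not decide between the assignments. The choice of the value table was made after the correlations between arrays were seen and before any groups were compared. Under the samples of the scanner outputs as deposited, limma called 0 features for T1 against T0 (2426 at an unadjusted p under 0.05), 1 for T2 (1625), 0 for T4 (8405) and 0 for T8 (4961). The 12 undisputed arrays alone, in which a group with a single array is assumed to vary like the other groups, gave 11197, 12172, 9666 and 13547 DEGs for T1, T2, T4 and T8 against T0. The log2 values of the value table, whose columns carry their own sample names and need no assignment, gave 15657, 14176, 13638 and 14098. Among the 28 assigned arrays, the 7 slides had been scanned in 3 sessions, with the time course on 5 slides in 2 sessions and each transplanted group on a slide of its own in the third session.

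**Figure D1:**
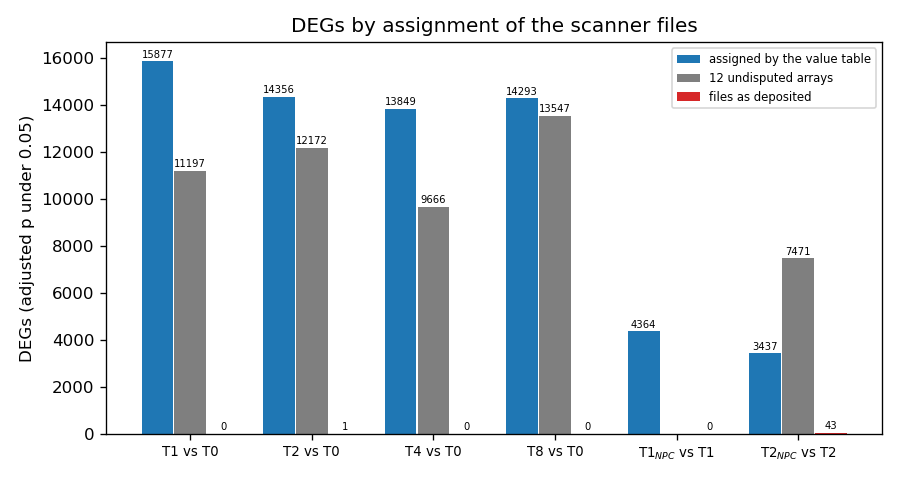
Number of DEGs (vertical axis, from 0) for 4 time points against T0 and for 2 transplanted groups (T1_NPC, T2_NPC) against time-matched injured animals, under each assignment of the scanner outputs to samples: by the value table (blue), 12 undisputed arrays (grey) and as deposited (red). T1_NPC has no undisputed array and so no grey bar, and the red bars at T1, T4 and T8 stand at 0.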

Figure 1A (lower panel) depicts the bioinformatics workflow employed for data processing.

**Fig. 1:**
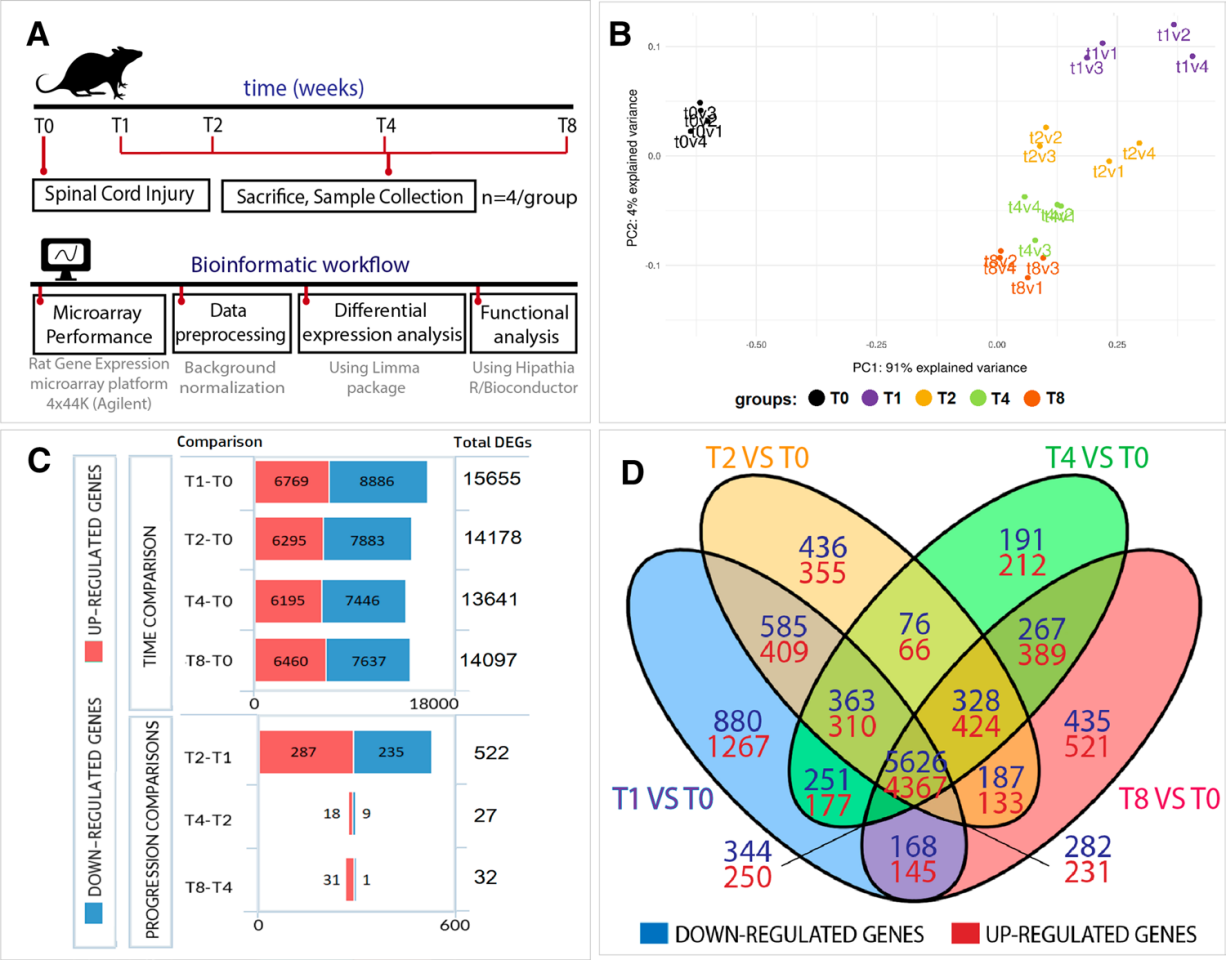
Differential expression analysis during SCI evolution. **A** Schema describing the experimental design, including the in vivo SCI model and the bioinformatic workflow followed in the transcriptional analysis. **B** Principal component analysis (PCA) of our data set, showing clear segregation between the different experimental groups used to analyse the progression of transcriptional alterations after SCI. Please note that v1, v2, v3, v4 denotes the different biological replicates. **C** Graphical representation of DEGs from the indicated comparisons during SCI evolution (genes considered differentially expressed with corrected *p*-values of < 0.05). **D** Venn diagram depicts DEGs for each time point versus the uninjured spinal cord (T0) and overlapping DEGs between comparisons

Principal component analysis (PCA) of the samples comprising this data set provided evidence of the clear segregation of the uninjured and injured animals and amongst all time points after SCI (Fig. 1B). 

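PCA was computed on the centred log2 values of the 35255 features with a value on each of the 20 time-course arrays. PC1 held 45.5% of the variance (jackknife standard error 8.75), PC2 held 11.5% and PC3 held 8.41%. On PC1, the 4 T0 arrays lay between -155 and -132 and the 16 injured arrays between 7.68 and 74.3, so that uninjured and injured arrays did not overlap. The injured groups overlapped on PC1, with T1 between 24.3 and 68.0, T2 between 7.68 and 74.3, T4 between 17.2 and 41.6 and T8 between 24.3 and 43.7. PC2 separated the arrays by scan session in every group. The 8 arrays of session 1 lay between 20.1 and 57.6, and the 12 arrays of session 2 lay between -56.4 and -12.3. The mean effect of the session was then removed with the group means kept, a step chosen after the PCA had been seen. PC2 (9.95% of the variance) then placed T1 between 40.3 and 65.9 and T8 between -46.9 and -28.0, apart from the other groups, while T2 (-24.6 to 11.7) and T4 (-23.8 to -5.74) still overlapped. Of the processing alternatives, the restriction to the 500 most variable features moved the share of PC1 most, to 66.7%.

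**Figure D2:**
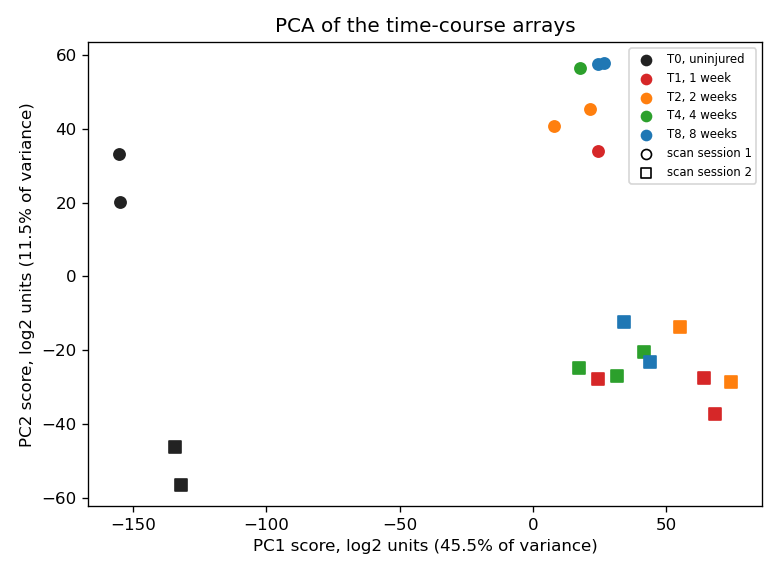
Scores of the 20 time-course arrays on PC1 (horizontal) and PC2 (vertical), both in log2 units; colours mark the groups and shapes mark the scan session, and each point is an array. The T0 arrays lie at or below -132 on PC1, and within every group the arrays of session 1 lie above those of session 2 on PC2.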

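The dispersion of each group was measured as the Euclidean distance of each array from the mean of its group over the features with a value on every array (log2 units). It was 72.5 ± 6.80 (SD, n = 4) in T0, 67.6 ± 7.56 in T1, 77.4 ± 4.18 in T2, 65.2 ± 12.4 in T4 and 68.8 ± 4.75 in T8. The early arrays (T1 and T2) averaged 72.5 ± 7.72 (SD, n = 8) and the late arrays (T4 and T8) 67.0 ± 8.92 (SD, n = 8). Their difference of 5.56 was not larger than other splits of these arrays give (exact permutation test, two-sided, p = 0.201, 12870 permutations). With the mean effect of the scan session removed, chosen after the data were seen, the difference was 4.97 (exact permutation p = 0.0538). It rested in part on single arrays, since it was 1.50 without T2 replicate 2 (exact permutation p = 0.734) and 10.8 without T4 replicate 4 (exact permutation p = 0.0353).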

While we detected small intra-group dispersion between the animals of the same experimental condition, we observed higher dispersion during earlier stages when compared to later stages (Fig. 1B).

Transcriptional analysis at each time point after SCI provided evidence for robust transcriptional dysregulation compared to the uninjured group (T0), which affected 19,675 differentially expressed genes (DEGs) during SCI progression (representing 55.48% of the rat transcriptome—Online Resource Fig. 1). 

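Of the 35469 features tested by limma, 19753 (55.7%) were called at 1 or more of the 4 time points against T0. With each array left out in turn, this number stayed between 17961 (without T0 replicate 1) and 20201 (without T4 replicate 4). Of the processing alternatives that kept the assignment, the requirement of a change of at least 2-fold moved it most, to 10049. With the scanner outputs under their deposited samples, 1 feature was called at any time point.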

We observed evident transcriptional alterations from the first week after injury (up to 15,655 genes) that persisted over time, as evidenced by the similar numbers of DEGs observed at 2-, 4-, and 8-weeks post-injury compared to uninjured spinal cords (14,178, 13,641, and 14,097 DEGs, respectively) (Fig. 1C, upper panel). 

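limma called 15877 features (44.8% of those tested) for T1 against T0, 14356 (40.5%) for T2, 13849 (39.0%) for T4 and 14293 (40.3%) for T8. Leaving out single arrays kept these numbers between 13964 and 15687 for T1, 12575 and 14439 for T2, 12098 and 13714 for T4, and 12928 and 13999 for T8. Changes among the largest were taken from named genes that were well above background on all arrays and had no overlap between the groups. At T1, the largest rises were in Fcrls (log2 fold change 9.08, standard error 0.88, adjusted p = 1.28e-08), Plbd1 (8.15) and Ifitm1 (8.01), and the largest falls were in Tnnc2 (-3.24, standard error 0.48, adjusted p = 7.18e-06), Nrn1 (-2.99) and Hmgcs1 (-2.98). Fcrls is now named Fcrl2. At T2, rises among the largest were in Fcrls (8.15) and Ifitm1 (7.90), and the largest falls in Mrgprb2 (-3.21), Hmgcs1 (-3.08) and Pvalb (-3.08). At T4, Klra5 (7.67) and Fcrls (7.53) were among the largest rises, and the largest falls were in Afp (-3.70), Nrn1 (-3.46) and Hspb3 (-3.27). At T8, Fcrls (7.83) and Klra5 (7.77) were among the genes that rose most, and Grifin (-4.58), Tcfap2b (-3.62) and Hmgcs1 (-3.41) fell most. Each of these genes kept an adjusted p under 0.05 when any single array was left out.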

All comparisons provided more downregulated genes than upregulated genes (Fig. 1C); Online Resource Table 1 lists all DEGs for each comparison.

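Against T0, 6781 features were higher and 9096 lower (57.3% lower) at T1, 6286 and 8070 (56.2%) at T2, 6231 and 7618 (55.0%) at T4, and 6450 and 7843 (54.9%) at T8. Quantile normalization gives all arrays the same distribution, so the split was also computed with each array scaled to its 75th percentile. That scaling shifted the median of all features to -0.28 (log2) at T1 and -0.16 at T4, and the percentage lower became 61.7% at T1, 53.5% at T2, 57.0% at T4 and 51.0% at T8. More features were lower than higher at the 4 time points under each scaling and background correction tried.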

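In the same limma model, T2 differed from T1 in 570 features (306 higher and 264 lower at T2; 5006 at an unadjusted p under 0.05), T4 from T2 in 46 (29 higher and 17 lower; 3215 unadjusted) and T8 from T4 in 38 (37 higher and 1 lower; 1716 unadjusted). Scaling to the 75th percentile changed the split for T2 against T1 to 491 higher and 227 lower and for T4 against T2 to 20 higher and 31 lower. The number for T2 against T1 rested on single arrays, at 198 without T2 replicate 1 and 261 without T1 replicate 2 or T2 replicate 3. It was 1804 with the scan session as a block, a fit chosen after the data were seen, and 1717 with the slide as a block. From T1 to T2, Igf2 (log2 fold change 2.46, limma adjusted p = 0.00166) and Prx (2.33, adjusted p = 0.0125) were among the genes that rose most. Trem1 (-2.99, limma adjusted p = 9.32e-05), Adam8 (-2.28, adjusted p = 0.00359) and Il20rb (-2.12, adjusted p = 0.00109) fell most. The call for Prx was lost without T1 replicate 1 or T2 replicate 1. Under the deposited samples, limma called 0 features in each of these 3 comparisons (397, 729 and 618 at an unadjusted p under 0.05).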

We next performed a differential expression analysis of each stage versus subsequent time points to explore the evolution of SCI, which revealed that the most significant transcriptional differences took place at the earliest stages—between the first and second weeks after injury (522 DEGs)—and a lower number of DEGs between the second to fourth (27 DEGs) and fourth to eighth weeks after injury (32 DEGs) (Fig. 1C, lower panel). These findings suggest that an initial burst of transcriptional activity stabilizes 2 weeks after injury. Furthermore, we discovered that most DEGs (9993 genes) appeared for every time point after SCI when compared to the uninjured spinal cord, as represented by the high number of transcripts at the central intersections of the Venn diagram shown in Fig. 1D. 

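The later comparisons depended on single arrays and on the settings. For T4 against T2, limma called 2 features without T4 replicate 1 and 91 without T4 replicate 4, and when only the arrays of these 2 groups entered the fit it called 0 (3305 at an unadjusted p under 0.05). It called 132 with the time-course arrays alone, 311 with the slide as a fixed block and 413 with the scan session as a fixed block, chosen after the data were seen. For T8 against T4, it called 6 without T8 replicate 4 and 105 without T4 replicate 4, 2 with only the arrays of these groups, 117 with normexp and 105 with the scan session as a fixed block. From T2 to T4, Dao (log2 fold change 1.2), Lrriq1 (1.05), Cthrc1 (-1.91), Fbn2 (-1.2) and Rrm2 (-1.17) were among the largest changes, with limma adjusted p between 0.0316 and 0.0493, and each lost its call without T4 replicate 1. From T4 to T8, Slc9a2 rose by 2.40 (standard error 0.33, limma adjusted p = 0.00238) and stayed called whichever array was left out. Igfbp6 (2.24, limma adjusted p = 0.0458), Gpha2 (2.23, adjusted p = 0.0392) and Arntl (-0.76, adjusted p = 0.0252) lost their calls without T8 replicate 4. From the fall in the number of DEGs between successive time points, the paper proposes an early burst of transcriptional change that becomes stable by 2 weeks after SCI.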

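Of the features called at 1 or more time points, 10191 (10181 of them with the same direction throughout) were called at all 4. The 10181 amounted to 51.5% of the features called at any time point, and comprised 4381 that were higher and 5800 that were lower than T0 throughout. Leaving out single arrays kept this number between 9178 (without T0 replicate 1) and 10039 (without T1 replicate 3), and it was 4696 when each change also had to be at least 2-fold. No feature was called at all 4 time points with the scanner outputs as deposited, where the limma comparisons themselves gave at most 1 DEG against T0.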

Online Resource Table 2 lists the genes comprising each Venn diagram intersection.

### Functional pathway analysis clusters altered biological functions according to their temporal regulation pattern

We functionally analysed the temporal evolution of SCI-induced transcriptomic alterations using the Hipathia algorithm for pathway activity analysis and computed the activation level of each altered function [34]. The functional analysis represented in the heatmap (Fig. 2A, Online Resource Table 3, and interactive heat map in Online Resource File 1) demonstrated the aggregation of altered biological functions into eight different clusters according to their temporal regulation pattern. Functions included in clusters 1–4 become upregulated after SCI, while functions included in clusters 5–8 become downregulated after SCI (Fig. 2B). Figure 2B depicts individual representations of selected functions in clusters 3 and 7 (which display opposite profiles), while Online Resource Fig. 2 depicts selected functions for clusters 1, 2, 4, 5,6, and 8. Online Resource Table 3 describes additional information on cluster composition.

**Fig. 2:**
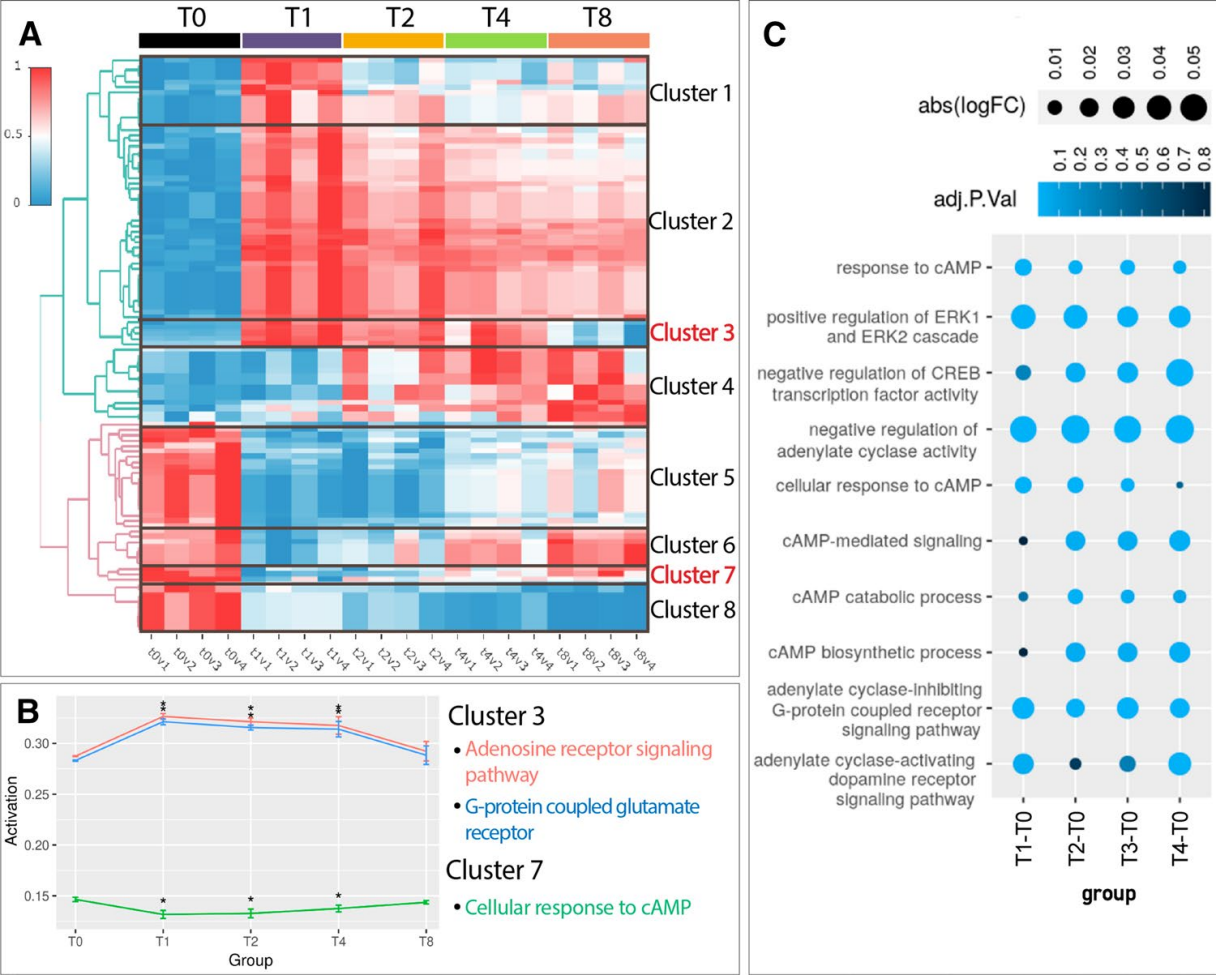
Functional analysis during SCI evolution. **A** Heatmap representing the activation level computed by Hipathia algorithm of differentially activated GO functions for the comparisons on weeks 1, 2, 4, and 8 after SCI relative to the uninjured spinal cord (T0). Red, upregulation; blue, downregulation; v1–v4 indicates replicates for each condition. **B** Graphical representation of the mean activation levels and associated standard deviation for selected functions encountered in clusters 3 and 7 (*, adjusted *p*-value < 0.05). **C** Dot plot depicting significantly altered cAMP-related GO terms after SCI. Colour intensity represents the corresponding adjusted p-value, while dot size indicates the logFC

Cluster 3 (Fig. 2A, B) comprises a group of strongly upregulated functions at early stages after SCI (1–4 weeks post-injury) that resolve at later chronic stages (8 weeks after SCI). These functions include the "Adenosine Receptor signalling pathway" (GO:0,060,167) and "G-protein coupled glutamate receptor signalling" (GO:0,007,216). 

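Activation levels computed along signalling circuits were not computed here for these functions, and the values given are the expression of the receptor genes themselves, from gene lists fixed in advance. The 4 adenosine receptor genes had a median log2 fold change against T0 of -0.36 at T1, -0.40 at T2, -0.27 at T4 and -0.22 at T8, which limma's camera test did not separate from the other features (adjusted p = 0.657, 0.564, 0.574 and 0.663). Adora3 rose at T1 (0.61) and T2 (0.59), whereas Adora1 fell at T1 (-0.77), T2 (-0.75) and T8 (-0.60) and Adora2b fell at T1 (-0.75) and T2 (-0.55). Over all features tested and adjusted over the list alone, 1 gene was called higher and 2 lower at T1 and T2, 0 at T4 and 1 lower at T8. The call of Adora3 was lost without T0 replicate 1 or 2, among other arrays, and that of Adora2b at T2 without T0 replicate 2 or 4 or T2 replicate 2, 3 or 4. For the 8 metabotropic glutamate receptor genes, the median was -1.73 at T1, -1.66 at T2, -1.64 at T4 and -1.5 at T8 (camera adjusted p = 0.00103, 2.79e-04, 4.80e-04 and 7.44e-04). With the correlation between genes estimated from the data, camera gave adjusted p = 0.166, 0.120, 0.135 and 0.136, and the self-contained fry test kept all 4 calls. limma called 6, 7, 6 and 6 of these 8 genes lower and 0 higher (7, 7, 6 and 6 lower adjusted over the list alone), and the largest falls at T1 were in Grm8 (-2.31), Grm4 (-2.10) and Grm3 (-1.99). Scaling to the 75th percentile kept the sign of both medians at every time point.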

The alteration of these functions may result from the deleteriously high concentrations of ATP [35] and glutamate [36] associated with SCI, which ultimately derive from cell disruption. The upregulation of these functions suggests that these molecules can trigger secondary signalling pathways within the post-injury tissue to induce excitotoxicity by binding to their respective receptors [37].

In contrast to Cluster 3, Cluster 7 (Fig. 2A, B) comprises functions that become downregulated at early stages (from 1 to 4 weeks) after injury but return to pre-injury levels during chronic stages (8 weeks) and includes terms such as "Cellular response to cAMP" (GO:0,071,320). 

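The paper's supplementary table gives the activation level of each function in each animal for T0, T1 and T2, and the corresponding values at 4 and 8 weeks were not analysed here. In these values of the paper, the activation of the cellular response to cAMP was 0.890 ± 0.103 (SD, n = 4) in T0, 0.272 ± 0.191 in T1 and 0.315 ± 0.206 in T2. Every T1 and T2 animal lay below every T0 animal (exact permutation test, two-sided, p = 0.0286 in each comparison, the smallest that 4 animals against 4 allow). Adjusted over the 16 functions tested, these values were 0.0508 for T1 and 0.0653 for T2 (0.0464 and 0.0531 over the 13 with distinct levels, chosen after the values were seen), so the side of 0.05 at T1 depends on this choice. It also depends on how many other functions reach the smallest p. A single T2 animal (replicate 1) had an activation of 0.00849 against 0.384 to 0.434 in the others. Leaving out single animals kept the difference from T0 between -0.673 and -0.528 at T1 and between -0.614 and -0.472 at T2. The difference of medians in place of means was -0.562 at T1 and -0.478 at T2 (exact permutation p = 0.0571 in each).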

The close temporal coincidence with the upregulated functions in Cluster 3 may indicate that these functions induce the downregulation of Cluster 7 functions. Interestingly, we detected a recurrent representation of cAMP signalling during the exploration of altered functions. We also encountered cAMP-related GO terms among the differentially activated functions (listed in Fig. 2C—indicating the corresponding adjusted p-value and logFC at each temporal comparison). The common overrepresentation of cAMP functions discovered during transcriptional comparisons suggests that SCI profoundly impacts cAMP-related processes.

Cluster 1 comprises a set of functions that became highly upregulated 1 week after injury and then exhibited a slow but progressive downregulation while remaining significantly elevated compared to the uninjured spinal cord. Among these sets of functions, we encountered "Actin cytoskeleton reorganization" (GO:0,031,532) and "positive regulation of JAK/STAT cascade" (GO:0,046,427), with the latter triggering the proliferation and differentiation of multipotent and self-renewing adult stem cells [7] (Sox2/Sox3 + ependymal cells) in response to SCI [38], promoting glial scar formation (preventing secondary damage) [39], and enabling successful axonal regeneration [40]. 

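The genes of the JAK/STAT cascade were examined as a list of 15, of which 14 were found on the array. Their median log2 fold change against T0 was 1.14 at T1, 0.86 at T2, 1.03 at T4 and 0.97 at T8, and the list stood above the other features also with the correlation between genes estimated (camera adjusted p = 0.0136, 0.0190, 0.00959 and 0.0162). limma called 12, 11, 13 and 13 genes higher and 0 lower at these time points, and 13 higher at each adjusted over the list alone. Stat6 rose by 3.21, 2.64, 2.74 and 2.79 (limma adjusted p between 4.91e-10 and 1.77e-08), Stat3 by 1.16, 1.03, 1.22 and 1.09, and Socs3 by between 1.1 and 1.2 at each time point. Osmr was not well above background on any T0 array, and by its bound it was at least 4.27-fold higher at T1, 3.68-fold at T2, 2.82-fold at T4 and 3.17-fold at T8. Such bounds set the mean of the bright group against, on each dim array, the higher of the gene's own signal and the lowest signal well above background. Lifr was not called at any time point.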

Previous studies reported that SCI regeneration requires the precise temporal control of JAK/STAT activity, with an early and transient upregulation observed in regenerative species but a slightly delayed and sustained upregulation (at least 30 days) in non-regenerative species [41]. Thus, this temporal profile of JAK/STAT functions may relate to a non-regenerative response.

Cluster 2 includes persistently upregulated functions at all time points after SCI and displays an enrichment in functions related to immunological processes, including "Positive regulation of interleukin-8 production" (GO:0,032,637), "Neutrophil chemotaxis" (GO:0,030,593), "Positive regulation of leukocyte migration" (GO:0,002,687), and "NK T cell proliferation" (GO:0,001,866). 

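For leukocyte migration, a list of 15 chemokine, integrin and myeloid genes had a median log2 fold change against T0 of 3.27 at T1, 2.84 at T2, 3.03 at T4 and 2.87 at T8. With the correlation between genes estimated, camera's adjusted p was 0.00162, 9.94e-04, 0.00163 and 0.00203. limma called 14, 14, 12 and 13 genes higher and 0 lower, and 14, 15, 13 and 14 adjusted over the list alone. Ccl3 rose by 5.13 at T1 and was still 4.22 above T0 at T8, Ccl2 rose by 4.91 and remained at 4.31, and Itgb2 rose by 3.61 and remained at 2.67, each with a limma adjusted p of at most 4.95e-09 at the 4 time points. S100a8 was not well above background on any T0 array and was at least 2.23-fold higher at T1, where all 4 arrays measured it. From 2 weeks on, at most 1 array per group measured S100a8. S100a9 was called at T1 (1.82) and T2 (1.68) but not at T4 (0.54) or T8 (1.21), and its call at T2 was lost without T2 replicate 4.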

The presence of these functions suggests that immunological processes induced by primary injury remain unresolved with time, leading to a chronic inflammatory state (as previously described by Schwab et al. [42]).

Cluster 4 comprises functions that display progressive upregulation over time after SCI and includes terms such as "Cholesterol metabolic process" (GO: 0,008,203), which has been previously linked to SCI and other CNS disorders [43]. Similarly, we encountered additional cholesterol-related processes such as "Cholesterol transport" (GO:0,030,301), which displayed an upward tendency over time (as found in Cluster 6), and "Cholesterol biosynthetic process" (GO:0,006,695), which displayed a downward tendency over time (as found in Cluster 8) [44] among the significantly altered biological functions. 

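Genes of cholesterol transport and of cholesterol biosynthesis moved in opposite directions after SCI. The 19 biosynthesis genes had a median log2 fold change against T0 of -1.73 at T1, -1.97 at T2, -2.23 at T4 and -2.25 at T8 (camera with estimated correlation, adjusted p = 0.00728, 0.00331, 0.00218 and 0.00323). limma called all 19 lower at T1 and T2 and 18 at T4 and T8, with 0 higher, over all features and adjusted over the list alone. The exception was Dhcr7, at -1.3 and -0.88 in the first pair of time points and -0.15 and -0.30 in the second. Sqle fell by 1.94, 2.08, 2.34 and 2.59 on the log2 scale at T1, T2, T4 and T8. The 10 transport genes had a median of 1.58, 1.69, 1.64 and 1.34, and limma called 7 of them higher and 1 lower at each time point, also adjusted over the list alone. camera gave this list adjusted p = 1.83e-04, 2.79e-04, 1.47e-04 and 0.00118, and 0.111, 0.120, 0.0900 and 0.134 with the correlation estimated, whereas fry kept the 4 calls. Abca1 rose by 5.07, 4.99, 4.51 and 4.19, Soat1 by 2.86, 2.82, 2.33 and 2.14, and Apoe by 0.38, 0.40, 0.36 and 0.41. Soat1 lost its call at T4 with the normexp background correction and Apoe at T1 with 75th percentile scaling.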

Importantly, studies have shown that glutamate excitotoxicity mediates cholesterol-related alterations in CNS injury and disease [45].

### SCI severely alters cAMP signalling

We next undertook a deeper evaluation of SCI-induced alterations to cAMP signalling components at the transcriptional level. Figure 3A depicts a schema describing the most relevant components of cAMP signalling and their roles. cAMP signalling pathway initiation occurs after the activation of adenylate cyclases (ADCY), a family of enzymes devoted to cAMP production. cAMP molecules bind and activate the PKA and EPAC effector proteins, which then activate the mitogen-activated protein kinase (MAPK) cascade via Ras-related protein 1 (RAP1) by PKA-mediated protein phosphorylation or the EPAC2-mediated conversion of guanosine diphosphate/guanosine triphosphate [46]. The MAPK cascade culminates with cAMP response element-binding protein (CREB) phosphorylation, which acts as a transcriptional factor to induce the expression of regenerative-associated genes [47]. Such genes include BDNF, an essential axon regeneration modulator that promotes neural plasticity and neurogenesis, exerts pro-nociceptive perception in the uninjured spinal cord, and elicits neuroprotective effects after injury to promote functional recovery [48]. BDNF mediates its effects by binding to tyrosine receptor kinase B (TRKB), which activates the Ras/MAPK cascade through a feedback mechanism [49]. PKA also phosphorylates dopamine- and cAMP-regulated neuronal phosphoprotein (DARPP-32—a complex integrator of dopaminergic signalling) at Thr34 to inhibit the activity of protein phosphatase 1 (PP1) on CREB; however, DARPP32 also acts as a PKA inhibitor when phosphorylated at Thr75 [50]. In myocytes, EPAC2 evokes intracellular Ca^2+^ spikes via calmodulin kinase II (CAMKII) activation and ryanodine receptor (RyR) modulation, thereby linking the cAMP pathway to Ca^2+^ signalling [51].

**Fig. 3:**
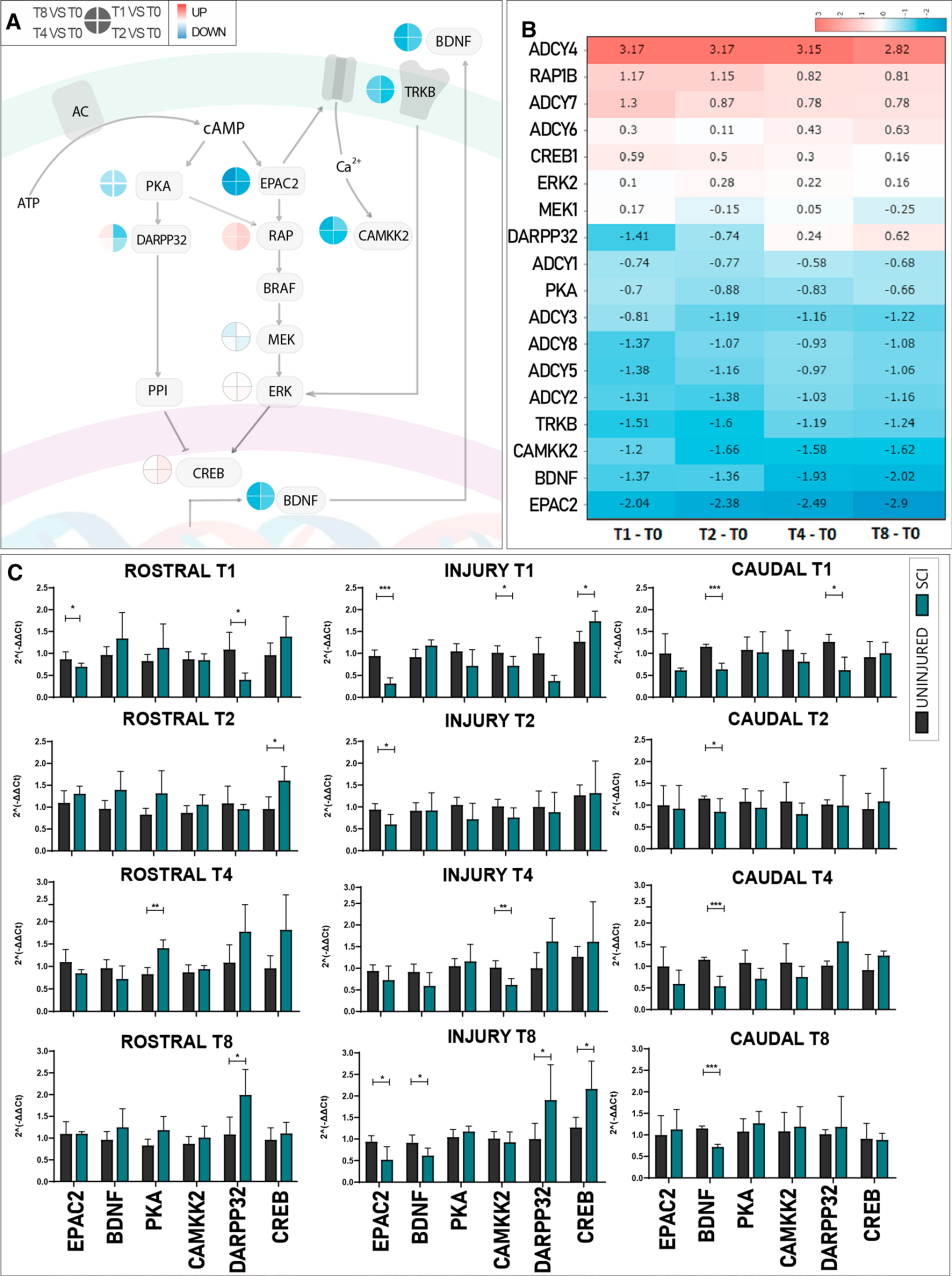
qPCR-mediated Confirmation of transcriptional alterations to the cAMP signalling pathway after SCI. **A** Schematic representation of the cAMP pathway depicting relevant components. The clock icon next to each component represents the evolution of gene expression alterations (from 1 week [T1] to 8 weeks [T8]) as indicated in the legend. **B** Heatmap of cAMP signalling pathway genes showing logFC for each gene over time. Red, upregulation; Blue, downregulation. **C** Microarray expression data validation by qPCR-mediated assessment of gene expression of cAMP-related genes for evolution (from top to bottom) and tissue localization (from left to right) in uninjured spinal cord/control (Black) versus SCI (Green). Data shown as mean ± SEM. Each gene independently assessed for normality using the Shapiro–Wilk test and then analysed using a one-tailed unpaired *t*-student; *p < 0.05, **p < 0.01, ***p < 0.001

For all evaluated time points after SCI, we confirmed the significant dysregulation of multiple critical genes involved in the cAMP signalling pathway (as represented in Fig. 3A and shown in an associated heatmap in Fig. 3B [interactive version in Online Resource File 1]) compared to the uninjured spinal cord (T0) when using a false discovery rate (FDR) of < 0.05. 

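Of the 24 cAMP signalling genes examined, limma called 5 higher and 13 lower at T1 and T2, 5 higher and 11 lower at T4, and 6 higher and 11 lower at T8. Adjusted over the list alone, the numbers were 5 and 13, 5 and 13, 6 and 11, and 6 and 12. These genes are the ones the study reports for these samples, so the second set of numbers is not independent evidence. The median log2 fold change of the list was -0.63 at T1, -0.57 at T2, -0.41 at T4 and -0.47 at T8. As a set, the list was not separated from the other features by camera (adjusted p = 0.301, 0.0698, 0.177 and 0.121), which uses a preset correlation, while fry called it lower at each time point. With 75th percentile scaling, camera also called the list lower at T2 and T8.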

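Among the adenylate cyclase genes, Adcy2 was 14.53 ± 0.11 (SD, n = 4; log2) in T0 and fell by 1.38 at T1, 1.46 at T2, 1.09 at T4 and 1.23 at T8 (log2 fold change, standard error 0.20, limma adjusted p between 2.49e-06 and 1.14e-04). Adcy3 fell by 0.83, 1.23, 1.19 and 1.26 at these time points (standard error 0.21, limma adjusted p between 3.12e-05 and 0.00205). Adcy5 fell by 1.44, 1.22, 1.01 and 1.11 (standard error 0.15) and Adcy8 by 1.4, 1.1, 0.94 and 1.11 (standard error 0.19), and for these 4 genes no injured array overlapped the T0 arrays. Adcy4 rose from 6.62 ± 0.59 in T0 to 9.88 ± 0.49 at T1, with log2 fold changes of 3.26, 3.26, 3.24 and 2.90 (standard error 0.44, limma adjusted p at most 9.51e-06). Adcy7 rose by 1.35, 0.91, 0.82 and 0.81 in the mean of its 2 probes, of which the dimmer was called at each time point and the brighter at none. Adcy6 rose by 0.32 at T1 and 0.10 at T2, neither of them called (limma adjusted p = 0.120 and 0.669), and by 0.45 at T4 and 0.66 at T8 (adjusted p = 0.0284 and 0.00193). Adcy1 was lower than in T0, with log2 fold changes of -0.79 at T1, -0.84 at T2, -0.62 at T4 and -0.73 at T8 (standard error 0.32, limma adjusted p = 0.0456, 0.0370, 0.128 and 0.0688). Its values overlapped those of T0, only 2 of the 4 T2 arrays measured it above background, and both calls were lost with the normexp background correction.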

We discovered the significant downregulation of ADCY2, 3, 5, and 8 and upregulation of ADCY1, 4, and 6, which agrees with previous observations made in dorsal root ganglia neurons after SCI [52]. We also observed the downregulated expression of the direct cAMP targets PKA and EPAC2 after SCI; however, EPAC2 levels suffered a more robust downregulation than PKA at all evaluated time points, with fold changes ranging from – 2.04 to – 2.89 for EPAC2 and – 0.66 to – 0.88 for PKA in comparison with the uninjured spinal cord (T0). Similarly, we encountered the repression of TRKB2, CAMKK2, and BDNF in all groups after SCI (Fig. 3B, lower section), the upregulation of RAP1B, PPP1CA, and CREB, and the maintained expression of MEK, ERK, and other cAMP-related genes (Fig. 3B). 

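EPAC2 is encoded by Rapgef4, which the array lists through its Ensembl transcript and measures with 1 probe. Its log2 value was 8.01 ± 0.22 (SD, n = 4) in T0, 5.91 ± 0.44 in T1, 5.55 ± 0.50 in T2, 5.44 ± 0.37 in T4 and 5.00 ± 0.18 in T8, with no overlap between injured and T0 arrays. The log2 fold changes were -2.10, -2.46, -2.57 and -3.01 (standard error 0.28, limma adjusted p = 1.67e-06, 2.41e-07, 1.61e-07 and 1.13e-08). For PKA, the catalytic subunit alpha (Prkaca) was 8.66 ± 0.16 in T0 and changed by -0.70, -0.91, -0.85 and -0.68 (standard error 0.24, limma adjusted p = 0.0197, 0.00367, 0.00642 and 0.0269), and its arrays overlapped those of T0 at T1 and T2. The call of Prkaca was lost at T1 without T1 replicate 3 or 4 and at T8 without T0 replicate 1, T0 replicate 3 or T8 replicate 3. The difference between EPAC2 and Prkaca within each array fell by 1.40 at T1, 1.55 at T2, 1.72 at T4 and 2.33 at T8 relative to T0 (exact permutation test, two-sided, p = 0.0286 each, the smallest that 4 arrays against 4 allow, and 0.0361 adjusted over 24 comparisons). Every injured array lay below every T0 array, and leaving out single arrays kept the difference between -1.67 and -1.27 at T1 and between -2.5 and -2.14 at T8. Against the catalytic subunit beta (Prkacb), EPAC2 fell by 1.1 more at T1 (exact permutation p = 0.0571) and by 1.59, 1.68 and 2.04 more later (exact permutation p = 0.0286 each). The regulatory subunit Prkar1b itself changed by -1.61, -2.05, -1.99 and -2.04, and the difference from EPAC2 was not separated from 0 by the test (-0.50, -0.41, -0.58 and -0.97; exact permutation p = 0.286, 0.429, 0.229 and 0.114). With the scanner outputs as deposited, the difference between EPAC2 and Prkaca was -0.61, -0.53, -0.94 and -1.55 (exact permutation p = 0.400, 0.486, 0.143 and 0.0571), and EPAC2 alone changed by -0.81, -0.55, -1.48 and -1.88 (limma adjusted p = 0.718, 0.914, 0.159 and 0.349). The paper states on the basis of these microarray values that EPAC2 is more strongly downregulated than PKA at every time point after SCI.

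**Figure D3:**
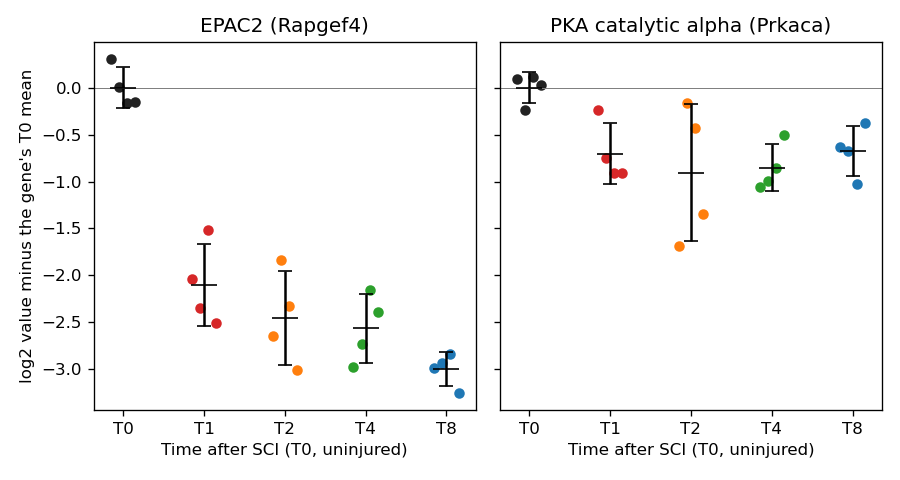
Normalized log2 values of EPAC2 (left) and PKA catalytic alpha (right) on each array, minus the gene's mean in T0 (vertical axis), by time after SCI (horizontal axis). Points are arrays (n = 4 per group), and bars give the mean ± SD. At T8, EPAC2 had fallen by 3.01 and Prkaca had fallen by 0.68 on average.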

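Camkk2 changed by -1.23 at T1, -1.7 at T2, -1.63 at T4 and -1.68 at T8 (log2 fold change against T0, standard error 0.20, limma adjusted p between 2.72e-07 and 1.68e-05). Bdnf was 6.60 ± 0.07 (SD, n = 4; log2) in T0 and changed by -1.31, -1.38, -2.0 and -1.92 (standard error 0.33, limma adjusted p between 3.6e-05 and 0.00223), and no injured array of either gene overlapped the T0 arrays. TRKB is encoded by Ntrk2, whose 3 probes differed in direction. The brightest probe changed by -1.94, -2.13, -1.76 and -1.79, the second by -0.02, 0.20, 1.19 and 0.98, and the third by 0.31, 0.80, 1.31 and 1.1. Their mean changed by -0.55 at T1 and -0.38 at T2 (limma adjusted p = 0.00108 and 0.0207, the second lost without T0 replicate 2 or 4 or T2 replicate 1 or 4) and by 0.25 at T4 and 0.10 at T8 (adjusted p = 0.137 and 0.610). Rap1b rose by 1.2, 1.19, 0.84 and 0.83 (standard error 0.15, limma adjusted p at most 6.99e-05). Ppp1ca rose by 0.61, 0.37, 0.20 and 0.29 (standard error 0.08, limma adjusted p = 1.42e-06, 6.59e-04, 0.0541 and 0.00632), and with 75th percentile scaling its calls at T2 and T8 were lost and its change at T4 was -0.01. Creb1 rose by 0.60, 0.53, 0.31 and 0.17 (standard error 0.12, limma adjusted p = 2.82e-04, 0.00107, 0.0478 and 0.297), and its call at T4 was lost without T0 replicate 1, 2 or 4 or T4 replicate 2, 3 or 4. Map2k1, a gene of MEK, changed by 0.18, -0.16, 0.06 and -0.26, amounts that limma did not separate from 0 (adjusted p between 0.282 and 0.845).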

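Ppp1r1b, the gene of DARPP32, was measured with 1 probe at 8.63 ± 0.50 (SD, n = 4; log2) in T0, 7.18 ± 0.16 in T1, 7.87 ± 0.18 in T2, 8.89 ± 0.42 in T4 and 9.27 ± 0.21 in T8. Its log2 fold change against T0 was -1.45 at T1 (standard error 0.21, limma adjusted p = 4.35e-06) and -0.76 at T2 (adjusted p = 0.00466), then 0.25 at T4 (adjusted p = 0.372) and 0.64 at T8 (adjusted p = 0.0166). The T1 arrays did not overlap those of T0, whereas those of the later groups did. The call at T8 was lost without T0 replicate 1 or T8 replicate 1.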

A closer analysis of DARPP32 expression revealed a biphasic behaviour, with downregulated expression occurring at early stages after injury followed by subsequent upregulated expression at chronic stages (Fig. 3B).

We further validated EPAC2, BDNF, PKA, CAMKK2, and CREB transcriptional changes by qPCR analysis of independent samples in rostral (thoracic vertebrae 5–7), injury-affected (thoracic vertebrae 8–9), and caudal (thoracic vertebrae 10–11) segments (1.5 cm long each) (Fig. 3C). The segmental analysis of EPAC2 expression demonstrated significant downregulation at the epicentre of the injury at one (T1), two (T2), and eight (T8) weeks after injury. At week 1, we also encountered significantly downregulated EPAC2 expression within rostral segments (Fig. 3C). BDNF mRNA expression levels significantly diminished caudal to the injury at every time point after SCI compared to the uninjured spinal cord (T0) (Fig. 3C), which agrees with the independent microarray dataset. At chronic stages (T8), BDNF expression became significantly reduced within the injury zone, suggesting an extended lack of neurotrophic factors within more rostral zones. The slight downregulation detected in PKA by the microarray could not be reproduced by qPCR; this discrepancy may arise from the difference in the relative sensitivities of the associated techniques. We found a significant downregulation of CAMKK2 expression at the injury site 1 and 4 weeks after SCI, which partially replicates previous results from the microarray data set. In agreement with microarray data, qPCR analysis replicated the bi-phasic behaviour of DARPP32 expression with an early downregulation at 1 week (rostral and caudally to the lesion site) that became upregulated 8 weeks after SCI (within rostral and injury segments). Meanwhile, we observed upregulated CREB expression 1 week after SCI in the injury site and the rostral region 2 weeks after SCI. Hence, qPCR analysis faithfully replicated most of the transcriptional changes observed in the whole rat spinal cord transcriptional analysis in separate sets of samples. The results provide more evidence for the significant alteration of genes related to cAMP signalling after SCI.

### NPC transplantation rescues SCI-induced alterations to the cAMP signalling pathway

The functional evaluation of rats receiving NPC transplantation after contusive injury demonstrated significant improvements starting from the second week after therapy (Fig. 4A). Thus, we aimed to transcriptionally evaluate the early impact of NPC therapy on SCI to reveal those mechanisms eliciting later functional recovery. Therefore, we compared the transcriptional profile of animals 1 week after receiving NPC transplants at acute (right after injury) or subacute (1 week after injury) stages after SCI with time-matching non-transplanted animals (Fig. 4B).

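The microarray groups behind this comparison were T1_NPC (acute transplantation, taken 1 week later) and T2_NPC (subacute transplantation, taken 1 week later), with 4 arrays each, set against the T1 and T2 arrays of the time course. T1_NPC was compared with T1 and T2_NPC with T2 within the same limma model of all 28 arrays, and the difference between these effects was tested as an interaction. The percentage of rat probe spots well above background ranged from 74.5% to 76.4% in T1_NPC (median 75.5%) and from 78.0% to 80.9% in T2_NPC (median 78.3%). The 4 T1_NPC arrays filled 1 slide and the 4 T2_NPC arrays another, both scanned in a session without other groups, so group cannot be told apart from slide or scan session within these data. The slide was therefore also fitted as a random block, whose correlation (0.175) was estimated largely from the time-course slides. All 4 T2_NPC arrays carried the same sample in the scanner outputs and in the value table. All 4 T1_NPC arrays were among the disputed ones, and their sample rests on the value table alone. In arrays simulated with changes of 1 or 2 on the log2 scale between T1_NPC and T1 in 200 features, 94% of the changes of 2 and 58% of those of 1 were called, and 3.80% of the calls were false. As for T1 against T0, these shares hold for 200 changed features and do not carry over to the comparison here.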

**Fig. 4:**
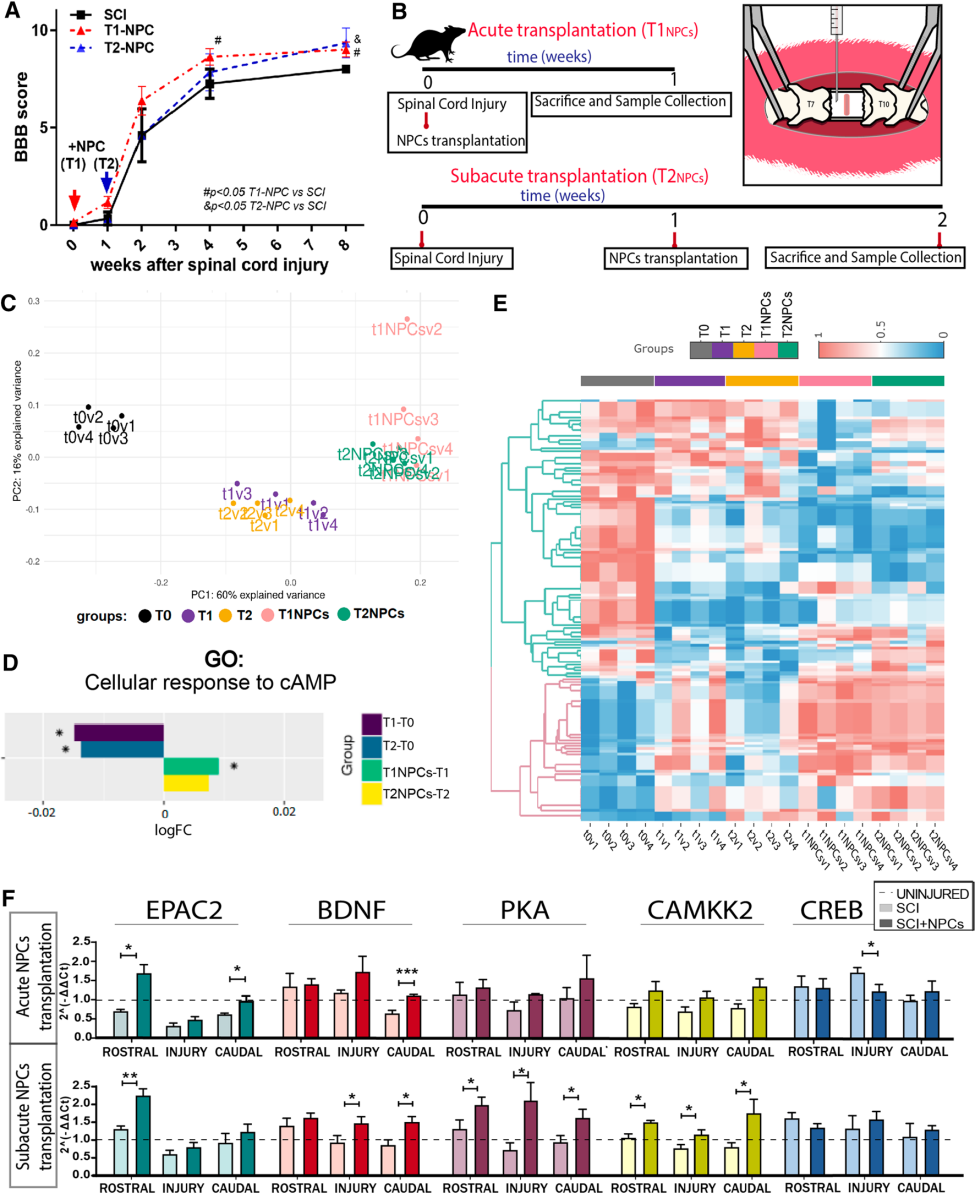
Transcriptional profile analysis after acute/subacute NPC transplantation and analysis of transcriptional changes in cAMP-related genes. **A** Functional locomotor evaluation by open-field BBB scale over 8 weeks post-SCI and after acute or sub-acute NPC transplantation (parallel animals to those used for the microarray analysis). Data expressed as mean ± S.E.M., determined by two-way mixed model ANOVA with Tukey's multiple comparison test (#*p* < 0.05 T1-NPC versus SCI; ^&^*p* < 0.05 T2-NPC versus SCI) (n = 6 animals). **B** Schema describing the in vivo experimental design. **C** Principal component analysis (PCA) of our data set, showing clear segregation between the different experimental groups used to analyse the impact of NPC transplantation on SCI-induced transcriptional alterations; v1–v4 indicates replicates for each condition. **D** Bar-graph representing logFC regarding cellular responses to cAMP for indicated comparisons, showing that NPC transplantation reverses the SCI-induced downregulation in this biological function. **E** Heatmap representing differentially-activated GO functions computed by the Hipathia algorithm, which provided significant results between uninjured (dark grey), injured at week 1 (T1—purple) or week 2 (T2—orange), acute (pink), and subacute (green) NPC transplantation; v1-v4 indicates replicates for each condition (interactive version at Online Resource File 1) **F** qPCR analysis of cAMP-related genes after acute (upper row) and subacute (bottom row) NPC transplantation. Data shown as mean ± SEM, evaluated with the Shapiro–Wilk test to assess normality and one-tailed unpaired t-student or Mann–Whitney test to compare groups: *p < 0,05, **p < 0.01, ***p < 0.001

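PCA of the 20 arrays of T0, T1, T2, T1_NPC and T2_NPC gave 44.0% of the variance on PC1 and 11.8% on PC2. PC1 separated T0 (-165 to -140) from the other groups (-9.78 to 75.3), which overlapped one another on it. On PC2, the groups other than T0 followed each other without overlap, with T2 between -49.7 and -35.6, T1 between -27.1 and -16.9, T2_NPC between -11.6 and 10.67 and T1_NPC between 30.2 and 138.5. The T0 arrays lay between -5.79 and 13.2 on PC2. The distance of each array from its group mean was 85.1 ± 20.4 (SD, n = 4) in T1_NPC, reaching 114.3 in replicate 2, and 67.6 ± 2.75 in T2_NPC. Without the T0 arrays, PC1 held 22.7% and PC2 15.7%.

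**Figure D4:**
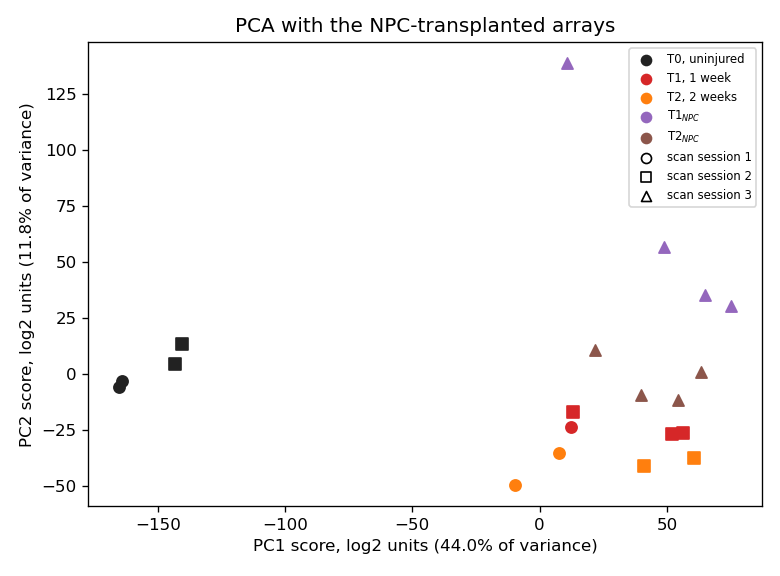
Scores of the 20 arrays of T0, T1, T2 and the transplanted groups on PC1 (horizontal) and PC2 (vertical), both in log2 units; colours mark the groups, shapes mark the scan session, and each point is an array. The T1_NPC arrays lie at or above 30.2 on PC2, T1_NPC replicate 2 stands apart at 138.5, and the transplanted groups share a scan session that holds no other group.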

PCA analysis showed clear segregation of the different experimental groups, demonstrating consistency between the experimental replicates (Fig. 4C). 

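Acute transplantation (T1_NPC against T1) changed 4364 features (12.3% of those tested; 2022 higher and 2342 lower) by limma. Leaving out single arrays gave between 3005 (without T1 replicate 3) and 4937 (without T1_NPC replicate 1). The split depended on the scaling, since the 75th percentile gave 5301 higher and 2081 lower and moved the median of all features to 0.11 (log2). With the slide as a random block, 2349 features were called, and 2348 of them were among the 4364. With the scan session as a random block, chosen after the data were seen, 1327 were called, and with the scanner outputs as deposited limma called 0 (857 at an unadjusted p under 0.05). The largest rises among named genes were in Gpr44 (now Ptgdr2; log2 fold change 2.57, limma adjusted p = 0.0106), Olr233 (1.85, adjusted p = 0.0327) and Olr232 (1.85, adjusted p = 0.0250). The largest falls were in Grin2d (-3.04, limma adjusted p = 0.0164), Notch3 (-3.00, adjusted p = 5.86e-04) and Fam184b (-2.18, adjusted p = 0.00841). Notch3 varied in T1_NPC (12.73 ± 1.93; SD, n = 4), Grin2d rested on 2 T1_NPC and 3 T1 arrays after outlier spots were left out and lost its call without T1_NPC replicate 1, and both olfactory receptor genes lost their calls with the slide as a random block.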

The differential expression analysis of transplanted versus non-transplanted injured animals revealed that acute NPC transplantation (T1_NPC_) transcriptionally modulated a total of 4227 genes (1933 upregulated and 2294 downregulated), impacting 1032 SCI-related genes (846 early subacute-SCI DEGs and 186 subacute-SCI DEGs) (Online Resource Fig. 3). 

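For the subacute group (T2_NPC against T2), limma called 3437 features (9.69% of those tested; 1688 higher and 1749 lower; with normexp 1827 and 1788). This number fell to 2015 without T2_NPC replicate 2, 2126 without T2 replicate 1 and 2255 without T2 replicate 3. With the slide as a random block, 1670 features were called, all of them among the 3437. The scanner outputs as deposited gave 43, and the undisputed arrays alone (4 of T2_NPC and 2 of T2) gave 7471. The undisputed T2 arrays were all scanned in session 1 and the T2_NPC arrays in session 3, so a session effect may be part of that last number. Hbb (log2 fold change 2.17, limma adjusted p = 0.00200), Lrfn1 (2.12, adjusted p = 7.75e-08) and Doxl1 (1.92, adjusted p = 1.19e-06) rose most, and Notch3 (-2.67, adjusted p = 0.00204), Rps26 (-2.49, adjusted p = 8.17e-07) and Hist1h1d (now H1f4; -2.18, adjusted p = 1.42e-07) fell most. The call of Hbb was lost when only the T2 and T2_NPC arrays entered the fit.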

The subacute transplantation of NPCs (T2_NPC_) modulated a lower number of genes than acute transplantation (3364 genes; 1639 up- and 1725 down-regulated) but had a more significant impact (1281 genes) on SCI-related genes (1019 early subacute-SCI DEGs and 262 late subacute-SCI DEGs). These findings suggest that NPC transplantation at acute and subacute stage SCI significantly impacts transcription in spinal cord tissue; however, subacute NPC transplantation provided a more specific effect regarding the modulation of SCI-induced alterations (Online Resource Fig. 3).

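Of the features that limma called both for T1 against T0 and for T1_NPC against T1 (1902), 1012 (53.2%) changed in opposite directions and 890 in the same direction. For T2 and T2_NPC, 1563 features were called in both comparisons, 886 (56.7%) of them in opposite directions. Because both comparisons use the same injured arrays, opposite signs arise without any reversal. In 50 simulations with effects of random sign, 55.5% (36.0% to 74.7%) of the shared calls were opposite in the acute setting and 56.8% (30.9% to 80.3%) in the subacute setting, so the observed shares lay within this range. With injury contrasts that shared no array with the transplantation contrast, 913 of 1773 (51.5%) were opposite after acute and 760 of 1808 (42.0%) after subacute transplantation. The numbers of opposite features fell to 621 without T1 replicate 4 and to 541 without T2 replicate 1. The transplantation effects differed from each other in 112 features (4031 at an unadjusted p under 0.05), and in 253 without T2 replicate 2. Scaling to the 75th percentile moved this interaction from 70 positive and 42 negative features to 1880 and 94. From the numbers of DEGs and of SCI-related genes among them, the paper proposes that both transplantations act on transcription and that the subacute one acts more specifically on the changes caused by SCI.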

We next functionally analysed the mechanism underlying NPC therapy by applying the Hipathia algorithm to calculate the activation levels of GO biological functions (Fig. 4E). Online Resource Fig. 4 and Online Resource Table 4 depict some functions that reported differential activation levels in injured non-transplanted versus injured NPC transplanted animals. 

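The activation levels of 16 functions in each transplanted and non-transplanted animal were taken from the paper's supplementary table, and the differences were tested here by exact permutation tests (two-sided, n = 4 against 4) adjusted over the 16 functions. These 16 are functions that the paper names, most of them as altered in these animals, so the tests are not independent evidence. Some carry identical levels in every animal, which leaves 13 distinct functions, counted so after the values were seen. After acute transplantation, 4 of the 13 reached the smallest exact p that this design allows and 0 had an adjusted p under 0.05. After subacute transplantation, 8 of the 13 reached that p (0.0464 adjusted over the 13). With such a smallest p, the adjusted p depends on how many functions reach it together. The 0 after acute transplantation is therefore no evidence that a given function stayed unchanged. The paper tested activation levels with limma, which is another test. In these values of the paper, interferon-gamma mediated signalling went from 0.666 ± 0.266 (SD, n = 4) in T1 to 0.923 ± 0.0745 in T1_NPC (exact permutation p = 0.171) and from 0.370 ± 0.191 in T2 to 0.808 ± 0.0369 in T2_NPC (exact permutation p = 0.0286). Positive regulation of T-cell proliferation carried the same values as interferon-gamma mediated signalling in every animal. The positive regulation of interleukin-1 beta secretion was 0.576 ± 0.202 in T1 and 0.515 ± 0.253 in T1_NPC (exact permutation p = 0.714), and rose from 0.490 ± 0.117 in T2 to 0.834 ± 0.127 in T2_NPC (exact permutation p = 0.0286).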

Among the differentially modulated functions, we encountered GO terms related to immunomodulation, such as "Interferon-gamma mediated signalling" (GO:0,060,333), "Positive regulation of interleukin-1 beta secretion" (GO:0,032,731), and "Positive regulation of T-cell proliferation" (GO:0,042,102). We also observed the modulation of neural functions such as "Regulation of short-term neuronal synaptic plasticity" (GO:0,048,172), "Neuron projection morphogenesis" (GO:0,048,812), or "Regulation of cell communication by electrical coupling" (GO:0,010,649) after NPC transplantation. 

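Short-term neuronal synaptic plasticity was not separated between T1 (0.307 ± 0.123; SD, n = 4, activation levels of the paper) and T1_NPC (0.318 ± 0.0795; exact permutation p = 0.83). It rose from 0.169 ± 0.165 in T2 to 0.706 ± 0.0602 in T2_NPC (exact permutation p = 0.0286, adjusted 0.0416). Neuron projection morphogenesis rose from 0.372 ± 0.104 to 0.692 ± 0.225 after acute and from 0.309 ± 0.138 to 0.486 ± 0.0479 after subacute transplantation, and neither change passed the exact permutation test (p = 0.0571 in each, adjusted 0.131 and 0.0703). Cell communication by electrical coupling went from 0.0800 ± 0.0718 to 0.321 ± 0.208 (exact permutation p = 0.114) and from 0.0781 ± 0.0853 to 0.434 ± 0.0463 (exact permutation p = 0.0286).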

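In the paper's activation levels, the removal of superoxide radicals was 0.584 ± 0.231 (SD, n = 4) in T1 and 0.397 ± 0.257 in T1_NPC (exact permutation p = 0.314), and fell from 0.670 ± 0.28 in T2 to 0.130 ± 0.124 in T2_NPC (exact permutation p = 0.0286). Ion transmembrane transport fell from 0.691 ± 0.155 in T1 to 0.213 ± 0.146 in T1_NPC (exact permutation p = 0.0286, adjusted 0.0762) and was 0.684 ± 0.222 in T2 and 0.729 ± 0.0537 in T2_NPC (exact permutation p = 0.743). The generation of L-type calcium current went from 0.139 ± 0.0706 in T1 to 0.378 ± 0.196 in T1_NPC (exact permutation p = 0.0857) and from 0.109 ± 0.0949 in T2 to 0.455 ± 0.0412 in T2_NPC (exact permutation p = 0.0286).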

NPC-modulated GO terms also included "Removal of superoxide radicals" (GO:0,019,430), "Ion transmembrane transport" (GO:0,034,220), and "Regulation of generation of L-type calcium current" (GO:1,902,514), suggesting the scavenger function and ionic modulatory capacity of NPCs. Furthermore, NPCs modulated functions related to cell survival ("Negative regulation of mitochondrial membrane permeability involved in apoptotic process," GO:1,902,109) and cell proliferation and differentiation ("Astrocyte differentiation," GO:0,048,708; "Endothelial cell morphogenesis," GO:0,001,886). 

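The mitochondrial membrane permeability function was 0.468 ± 0.0201 (SD, n = 4, activation levels of the paper) in T1 and 0.461 ± 0.0450 in T1_NPC (exact permutation p = 0.800), and 0.299 ± 0.0940 in T2 and 0.116 ± 0.0966 in T2_NPC (exact permutation p = 0.0571, adjusted 0.0703). Astrocyte differentiation fell from 0.788 ± 0.0754 in T1 to 0.315 ± 0.212 in T1_NPC (exact permutation p = 0.0286, adjusted 0.0762) and from 0.723 ± 0.114 in T2 to 0.364 ± 0.0634 in T2_NPC (exact permutation p = 0.0286, adjusted 0.0416). Endothelial cell morphogenesis carried the same activation levels as astrocyte differentiation in every animal, so these functions are a single measurement here.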

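In the paper's table, Notch signalling shares its activation levels with astrocyte differentiation and is not a separate measurement. Neurotrophin TRK receptor signalling was 0.657 ± 0.158 (SD, n = 4) in T1 and 0.803 ± 0.187 in T1_NPC (exact permutation p = 0.171) in the paper's activation levels, and rose from 0.420 ± 0.142 in T2 to 0.868 ± 0.158 in T2_NPC (exact permutation p = 0.0286). Inositol-phosphate mediated signalling rose from 0.277 ± 0.212 in T1 to 0.782 ± 0.125 in T1_NPC (exact permutation p = 0.0286, adjusted 0.0762) and went from 0.356 ± 0.188 in T2 to 0.717 ± 0.231 in T2_NPC (exact permutation p = 0.114, adjusted 0.122). Of the cAMP genes themselves, limma called 4 of 24 higher and 1 lower after each transplantation. EPAC2 (Rapgef4) was not among them, with log2 fold changes of -0.18 for T1_NPC and -0.21 for T2_NPC (limma adjusted p = 0.748 and 0.716). The rise of EPAC2 that the paper reports after transplantation was measured by qPCR, with neonatal NPCs and in separate rostral and caudal segments. The arrays measured adult NPC transplantation in tissue that includes the epicentre, so these values do not test that rise.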

NPC transplantation also regulated molecular pathways such as "Notch signalling" (GO:0,007,219), "Neurotrophin TRK receptor signalling" (GO:0,048,011), "Cellular response to cAMP" (GO:0,071,320) and "Inositol-phosphate mediated signalling" (GO:0,048,016) (Online Resource Fig. 4).

While focusing on cAMP functions, we discovered that NPC transplantation during acute stages after SCI significantly reversed the downregulation of cAMP cellular responses compared to time-matched injured non-transplanted animals (Fig. 4D). 

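In the paper's activation levels, the cellular response to cAMP was 0.652 ± 0.135 (SD, n = 4) in T1_NPC, above every T1 animal (exact permutation test, two-sided, p = 0.0286, the smallest possible with 4 against 4). Adjusted over the 16 functions tested here, the p was 0.0762 (0.0929 over the 13 with distinct levels, chosen after the values were seen). These adjusted values depend on how many other functions reach the smallest p, and so do not measure this function alone. The difference from T1 stayed between 0.290 and 0.435 with each animal left out in turn, and it was 0.276 between the medians (exact permutation p = 0.0571).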

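After subacute transplantation, the cellular response to cAMP had an activation of 0.628 ± 0.225 (SD, n = 4) in T2_NPC in the paper's values. The exact permutation test did not separate it from T2 (two-sided, p = 0.114, adjusted 0.122), and the difference lay between 0.210 and 0.423 with each animal left out in turn, the lowest value being that without T2 replicate 1.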

We detected the same trend for subacute transplantation, although this failed to reach significance. We assessed gene expression of cAMP-related targets by qPCR (Fig. 4F) to further characterize the impact of NPC therapy on cAMP signalling. We reproduced the experiment using neonatal NPCs, as a more clinically relevant model, to validate previous high content gene transcriptional results (which employed adult NPC transplantation). We found that acute neonatal NPC transplantation rescued SCI-induced reductions in EPAC2 expression in rostral and caudal segments, while subacute NPC transplantation prompted increased EPAC2 expression compared to the non-transplanted group rostral to the injury. Additionally, NPC transplantation increased BDNF expression in the caudal region when applied at acute or subacute stages compared to injured non-transplanted animals. Furthermore, we found a significant increase in BDNF levels in the injured site for the subacute transplantation group. After sub-acute transplantation, we observed a significant induction in PKA and CAMKK2 mRNA levels throughout the spinal cord in rostral, injury, and caudal regions. While we observed a similar trend for acute transplantation, these results failed to reach significance. Finally, NPC transplantation reduced the upregulated levels of CREB encountered after SCI to control levels. Overall, our results suggest that both adult and neonatal NPC transplantation can correct most SCI-driven alterations in the expression of cAMP signalling components.

### NPC transplantation after SCI increases rostral axonal levels of EPAC2

To evaluate the influence of EPAC2 on therapeutic outcomes after NPC transplantation at the sub-acute stage after SCI, we administered a specific EPAC2 inhibitor (ESI-05) alongside NPC transplantation (schema shown in Fig. 5A). The quantification of cAMP concentrations in rostral and caudal spinal cord homogenates (0.5 cm distal from the injury epicentre; Fig. 5B) by ELISA immunoassay revealed that animals with SCI exhibited significantly lower cAMP levels in rostral segments compared to the corresponding caudal segment, which indicates an area-dependent depletion of cAMP induced by SCI (Fig. 5B). Interestingly, NPC transplantation (in the absence and presence of ESI-05) prompted a significant increase in rostral cAMP levels compared to control group, indicating that NPC transplantation inhibits the SCI-induced rostral depletion of cAMP levels. In agreement, anti-cAMP staining in the injured segment revealed a higher percentage of total immunolabeled area in injured animals receiving NPC transplantation (SCI + NPCs) and injured animals receiving NPC transplantation and ESI-05 (SCI + NPCs + ESI-05) compared to untreated injured animals (SCI) (Fig. 5C).

**Fig. 5:**
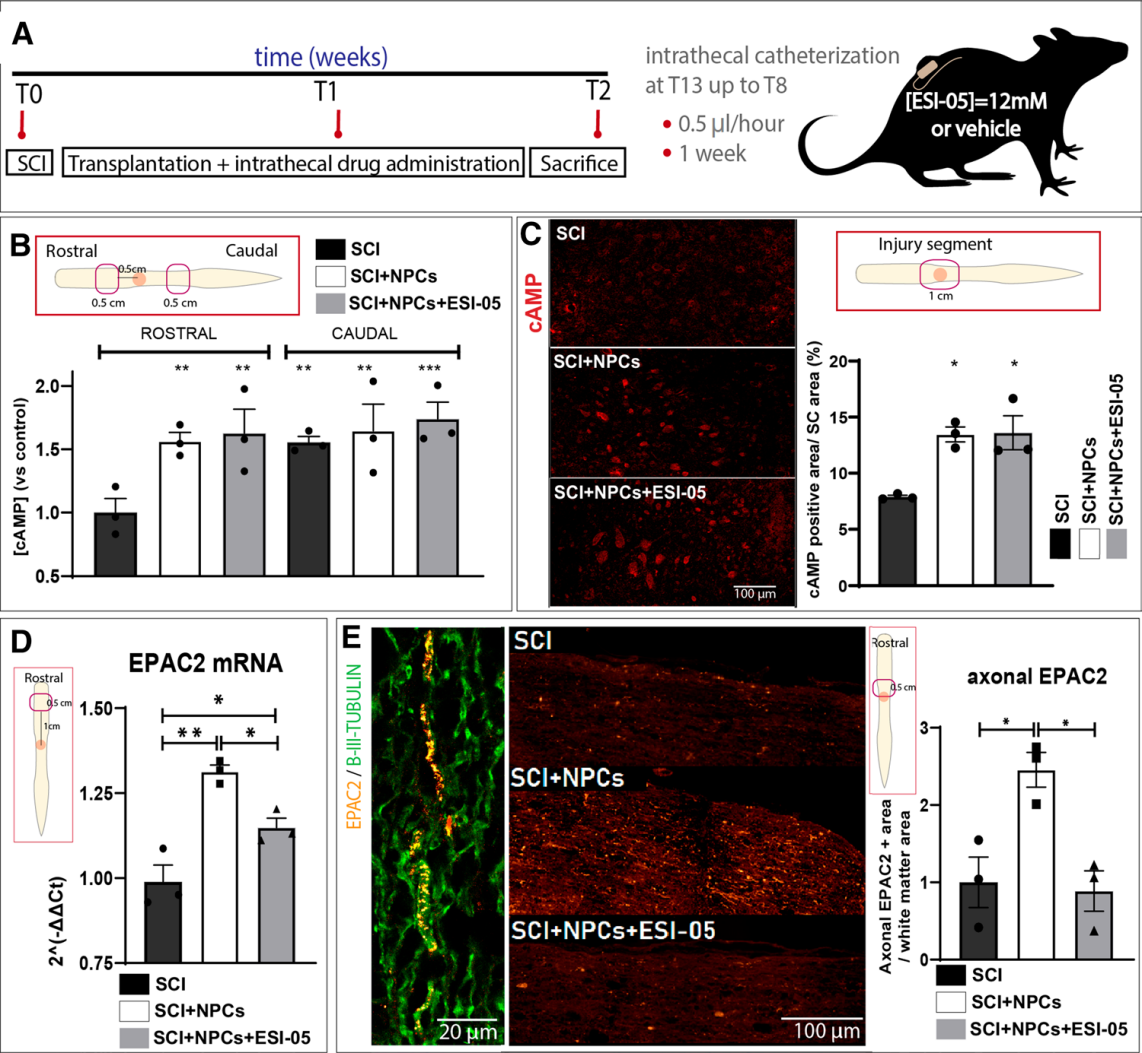
In vivo transplantation of NPCs with the EPAC2 inhibitor ESI-05. **A** Experimental design for the in vivo administration of ESI-05 or vehicle (in SCI and SCI + NPCs groups). Experimental groups: SCI, SCI + NPCs, and SCI + NPCs + ESI-05 (*n* = 3/group). **B** Determination of cAMP concentrations by ELISA immunoassay of the regions rostral and caudal to the injury epicentre relative to injured non-transplanted (SCI) animals. **C** cAMP immunostaining (left panel) and quantification (right panel) in the injured region **D** qPCR analysis of EPAC2 expression in the rostral spinal segment (one-way ANOVA: *p < 0.05; **p < 0.01). **E** Histological visualization of EPAC2 immunostaining (orange) overlapping with B-III-Tubulin + tracts (green) (left panel). Representative images (middle panel) of EPAC2 staining in rostral white matter areas for each experimental condition and its quantification (right panel) (one-way ANOVA: *p < 0.05)

Next, we evaluated the expression of the direct cAMP target EPAC2 in our experimental groups (SCI, SCI + NPCs, and SCI + NPCs + ESI-05). qPCR analysis revealed a significant increase in rostral EPAC2 mRNA levels following NPC transplantation (SCI + NPCs) compared to injured non-transplanted rats (SCI) (Fig. 5D), which agrees with our previous findings (Fig. 4F); however, the addition of ESI-05 (SCI + NPCs + ESI-05) inhibited the NPC-mediated increase in EPAC2 mRNA levels, suggesting that EPAC2 may participate in a positive feedback loop regulating its expression.

Protein immunoreactivity analysis in spinal cord tissues revealed EPAC2 staining within the cytoplasm or plasma membrane of B-III-Tubulin + neuronal bodies in the grey matter and B-III-Tubulin + axonal tracts of the white matter (Online Resource Fig. 5 and Fig. 5E, respectively). We failed to encounter significant differences in the proportion of cytoplasmic or plasma membrane-resident EPAC2 + cells after normalizing data to the total number of EPAC2 + neuronal bodies; however, we observed a significant accumulation of EPAC2 protein in the axonal tracts 0.5 cm rostral to the injury in NPC-transplanted animals (SCI + NPCs) compared to injured non-transplanted animals (SCI) (in agreement with our qPCR data), as supported by a previous study showing elevated levels of EPAC2 only in neurites and growth cones [53]. In contrast, NPC transplantation combined with ESI-05 treatment (SCI + NPCs + ESI-05) reduced the amount of EPAC2 encountered in rostral axonal tracts (Fig. 5E). This result agrees with previous observations showing that EPAC2 inhibition leads to a reduction in the number of vesicles expressing EPAC2 after prolonged synaptic activity, given that EPAC2 activity remains essential for the maintenance of the readily-releasable vesicle pool [54]. Although we failed to detect EPAC2 staining in non-neuronal cells, previous data support the expression of EPAC2 in many other cell types, including astrocytes, ependymal cells, and NPCs [55, 56].

### EPAC2 inhibition reverses NPC-mediated effects resulting in enlarged injury-affected areas

We next assessed the influence of NPC transplantation in the presence/absence of ESI-05 during the early stages of scar resolution (2 weeks after injury) by measuring the extent of the area delimited by the astrocytic barrier (the GFAP- area). Analysis of the GFAP- area throughout the central slices of the injured spinal cord revealed that NPC-treated animals (SCI + NPCs) displayed a significantly reduced scar area compared to injured non-transplanted animals (SCI); however, co-treatment with ESI-05 (SCI + NPCs + ESI-05) abolished the effect of NPCs on scar resolution, resulting in the development of a scar area similar to injured non-transplanted animals (Fig. 6A, B). Overall, our results describe a critical role for EPAC2 during the early stages of glial scarring in vivo.

**Fig. 6:**
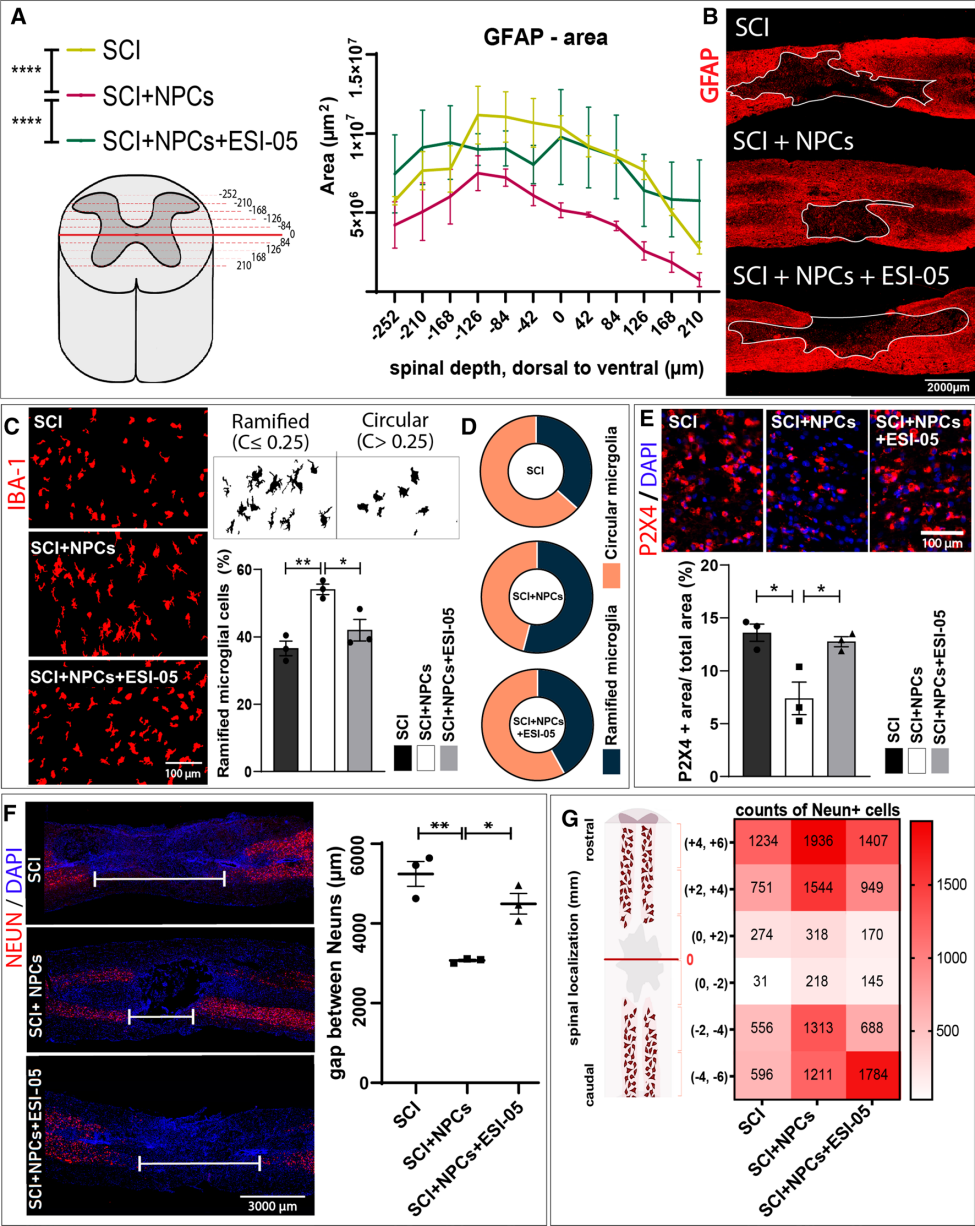
Effects of dual NPC and ESI-05 treatment on scar area, microglial phenotype, and NeuN + cell gap. **A** Quantification of the scar area (GFAP-) throughout longitudinal slices in the mid-region of the injured spinal cord. Two-way ANOVA: ****p < 0.0001. **B** Representative images of GFAP immunostaining and traced GFAP- area (white line). **C** Morphological visualization of microglial cells by Iba-1 staining and determination of the percentage of ramified microglial cells. **D** Pie charts representing the microglial population segregated in ramified or circular cells for each experimental group. **E** Representative images of P2X4 immunostaining and its quantification. One-way ANOVA: *p < 0.05. **F** Representative images (left panel) of the sparsity of NeuN + cells through the injury and quantification of the gap distance (right panel). **G** Heat map showing the mean number of NeuN + cells per experimental group in each spinal segment of 2 mm

### ESI-05 treatment evokes a phenotypical microglial shift towards amoeboid-like cells reversing the ramified phenotype induced by NPC transplantation

We next evaluated microglial morphology by Iba-1 staining in terms of circularity [57]. Microglia are morphologically dynamic cells that change from a multi-branched "ramified" state under homeostatic conditions to an amoeboid-like shape under pathological conditions [58]. Circular microglia generally display a proinflammatory M1 profile, while ramified microglia have been associated with an anti-inflammatory and neuroprotective M2 state [59]. To focus on the microglial cell population with greater relevance to neuroprotection, we specifically studied the morphology of microglia in white matter regions rich in NeuN + neurons. Furthermore, the study of Iba-1 staining in those specific regions allows the exclusion of macrophages from our analysis since they localize to peri-injury areas. We discovered that NPC transplantation (SCI + NPCs) increased the percentage of ramified microglia (Fig. 6C) up to 54.0 ± 2.6% in comparison to untreated injured animals (SCI) in these areas, thereby creating a larger anti-inflammatory microglial population (Fig. 6D). Overall, these findings suggest that NPC transplantation prompts a shift in microglial morphology in the NeuN + cell microenvironment within the injured spinal cord. Strikingly, dual treatment with NPCs and ESI-05 (SCI + NPCs + ESI-05) partially reversed the effect of NPCs on microglial status (resulting in a population of 41.9 ± 5.4% ramified-like cells), which suggests that EPAC2 mediates the NPC-induced alterations in the microglial population (Fig. 6C, D). Accordingly, animals receiving NPC transplantation (SCI + NPCs) displayed a reduction in the area positive for P2X4 receptor expression (Fig. 6E), which becomes upregulated in pathological conditions in activated microglia/macrophages [60], when compared to injured untreated animals (SCI) or animals receiving NPC transplantation and ESI-05 treatment (NPCs + ESI-05).

### EPAC2 mediates NPC transplantation-related neuroprotection after SCI

Finally, we measured the gap between rostral and caudal NeuN + cells across the injury to evaluate the effects of various treatments on neuronal sparsity caused by SCI. Interestingly, NPC transplantation (SCI + NPCs) significantly reduced the gap between NeuN + cells (Fig. 6F) and increased the density of NeuN + cells encountered in the areas surrounding the injury epicentre (Fig. 6G) compared to injured untreated animals (SCI). Of note, animals receiving NPC transplantation and ESI-05 treatment (NPCs + ESI-05) exhibited a similar gap distance and NeuN density to injured non-transplanted animals (SCI), thereby demonstrating the involvement of EPAC2 in NPC-mediated neuroprotection (Fig. 6F, G).

## Discussion

The primary injury to spinal cord tissues initiates an interconnected and evolving molecular cascade of secondary events [32], with transcriptional analysis providing a comprehensive view of the molecular mechanism underlying SCI pathophysiology [61, 62]. Advanced technologies for transcriptional studies applied to the SCI field, which include RNA-sequencing [62, 63], single-cell analysis [64], and/or axoplasmic fractioning [65], have provided novel insight into the cellular and molecular behaviour of the spinal cord under physiological or injured conditions. Here, we present a transcriptional analysis of spinal cord homogenates, which provides tissular (though not cell-type specific) information regarding critical time points after SCI (from early subacute to late chronic stages). Our approach provides wide temporal coverage to allow the study of the temporal dynamics of SCI evolution. Furthermore, we evaluated the impact of intramedullary acute or subacute transplantation of NPCs on transcriptional profiles within the SCI to define the functional outcomes of NPC therapy.

Whole spinal cord differential transcriptomic analysis revealed two critical issues—(i) the substantial number of DEGs found after SCI demonstrates the strong transcriptional impact of SCI (affecting up to 55.48% of the total transcripts), and (ii) most DEGs (up to 9993) display commonality at all time points under study (from 1 to 8 weeks after SCI) indicating a lack of efficient transcriptional resolution. Nevertheless, comparisons made during injury progression established that the most significant number of DEGs occurred between the first and the second weeks after SCI; therefore, early therapeutic interventions may prevent later transcriptional dysregulation. Transcriptional characterization indicated that NPC transplantation transcriptionally modulates those SCI-related and non-SCI-related genes necessary for injury resolution. Interestingly, NPC-related DEGs comprise functional blocks relevant to CNS regeneration, such as neural function, immune response, or ionic homeostasis.

Temporal clustering provided evidence that functions such as "G-protein coupled glutamate receptor signalling" and "Adenosine Receptor signalling pathway" (GO:0,007,216; listed in cluster 3) became upregulated during the first 4 weeks after SCI before returning to preinjury levels by week 8. The transcriptional upregulation of genes implicated in glutamate receptor transduction may be a consequence of the high availability of this neurotransmitter during SCI. Similarly, the elevated levels of extracellular ATP observed after SCI (which undergoes metabolism to form adenosine [66]) may cause the overactivation of adenosine receptors and thus lead to the upregulation of related signalling components. Interestingly, in close temporal convergence, we discovered the downregulation of the "Cellular response to cAMP" within the first 4 weeks after SCI before recovering at chronic stages. Given the temporal overlap between the upregulation of glutamate and adenosine receptor cascade with the downregulation of the cAMP response, we suggest the implication of glutamate and ATP leakage in cAMP decay after SCI through Gi protein activation linked to metabotropic glutamate receptors or adenosine receptors [67, 68]; however, we note the need for further experimental validation to fully explore and validate this hypothesis.

We also note the recurrent appearance of cAMP-associated GO terms among altered functions after SCI. Reports have described the regenerative efficacy of cAMP-directed therapies in SCI and provided evidence for the involvement of distinct mechanisms. For instance, cAMP treatment helped axons to overcome growth inhibition by the myelin-associated glycoprotein (MAG) [69, 70] and promoted axon regeneration in the spinal cord, as shown by the capacity of intraganglionic dibutyryl cAMP (db-cAMP) microinjections to induce the growth of injured sensory branches [71]. Similarly, in vivo imaging of fluorescently labelled reticulospinal axons of injured lampreys demonstrated that treatment with a cAMP analogue inhibited axon retraction and enhanced axon growth [72]. Furthermore, db-cAMP treatment induced axons to grow in straighter paths and increased the number of surviving axotomized neurons [19, 73]. Importantly, these in vivo studies apply general methods that prompt cAMP accumulation, which impedes the exploration of the specific involvement of EPAC2 or PKA on cAMP-related effects in spinal cord regeneration; however, Lin et al. reported that the cortical infusion of a selective PKA antagonist enhanced functional improvements after rehabilitative training in injured rats after SCI (contrary to their initial hypothesis) [74]. This finding suggested EPAC2 as a mediator of cAMP-derived-neuronal regeneration and neuroplasticity in the context of SCI for the first time.

cAMP signalling begins by cAMP binding to PKA or EPAC2 and the subsequent activation of distinct signalling pathways, which gives rise to the duality of EPAC2 and PKA functions. The differential activation of PKA and EPAC2 may derive from the regulatory activities of intracellular cAMP levels and the prolongation of cAMP stimulation [75]. Since both PKA and EPAC2 play relevant neuroregenerative functions, we believe that PKA/EPAC2 interplay may have significant implications for SCI; therefore, a deeper understanding of this process remains of great interest.

Although PKA and EPAC2 trigger CREB phosphorylation through MAPK signalling, they possess differential mechanisms of action; for instance, PKA activation in cultured dentate granule cells promotes axonal branching, while EPAC2 activation promotes axonal elongation [53]. EPAC2 participates in a wide range of neural functions, including axonal growth and guidance [21], synapse remodelling through Rap-dependent AMPA GluR2/3 removal [69], and attenuation of microglial and astrocytic activation [22]; however, EPAC2-specific functions remained relatively unexplored in the context of SCI. We employed a combination treatment comprising a specific EPAC2 inhibitor (ESI-05) *and* NPC transplantation to investigate any possible EPAC2-dependent neuroprotective and neuroregenerative capacities. Although ESI-05 targets EPAC2 protein activity, qPCR and immunohistological analysis indicated that the sustained inhibition of EPAC2 resulted in the downregulation at the protein and mRNA levels.

Previous reports indicated that cAMP induction modulated astrocytic reactivity and reduced scar tissue in vivo [25] and that the specific activation of EPAC2 within the lesion in an ex vivo model of SCI resulted in the generation of astrocytes with elongated processes that were permissive to axon regrowth [24]. We evaluated whether NPC transplantation and EPAC2 inhibition by ESI-05 impacted the extension of GFAP delimited scars. NPC transplantation reduced the extension of GFAP- areas 2 weeks after SCI; however, cotreatment of NPCs with ESI-05 increased the scar area to a level similar to that observed in injured non-transplanted animals. NPCs may serve as an extra supply of astrocytes [13] or induce astrocyte mobilization in the initial stage of glial scaring, which is essential for optimal injury preservation of the remaining healthy tissue (reviewed by Falnikar, Li, and Lepore [76]). Overall, our results indicate that EPAC2 inhibition during NPC transplantation may impede gliogenic potential and avoid appropriate astroglial scaring, prompting lesion enlargement. In agreement, cortical NPCs obtained from EPAC2-knockout mice cannot undergo astrocytogenesis induced by pituitary adenylate cyclase-activating peptide (PACAP) [55]. Although our results suggest a role for EPAC2 in the initial formation of the astrocytic border, we hope that further investigations during chronic scenarios will provide further insight.

We morphologically evaluated Iba-1 + cell morphology as an indicator of microglial phenotype in our in vivo model of SCI; specifically, we analysed NeuN + rich areas, considering the high relevance of the microglia-neuron interaction. Morphological analysis indicated that NPC transplantation increased the percentage of ramified microglia compared to injured non-transplanted animals, suggesting that NPC transplantation could polarize microglia into an anti-inflammatory state (thereby providing a more permissive environment) in neuron-rich areas through an EPAC2-associated mechanism. Previous observations supporting these results described how co-culturing NPCs with brain slices induced neuron survival through microglial polarization into an anti-inflammatory phenotype, which included a reduction in tumour necrosis factor-alpha (TNFα) secretion and an increase in insulin like-growth factor 1 (IGF-1), chemokine (C-X3-C motif) receptor 1 (CX3CR1), and triggering receptor expressed on myeloid cells 2 (TREM2) secretion [77]. Interestingly, ESI-05 administration reversed the effect of NPC transplantation on microglial polarization, thereby suggesting the involvement of EPAC2. Similarly, previous data noted that EPAC2 activation with S-220 in lipopolysaccharides (LPS)-stimulated microglia significantly reduced their inflammatory-like activation status by reducing inducible nitric oxide synthase (iNOS) expression and NO release in vitro, which led to a decreased cell body perimeter that resembled the non-injured morphology in an ex vivo model of SCI [24].

We also employed immunostaining to demonstrate that NPC transplantation decreased P2X4 levels, which agrees with results from a previous study [78], and that cotreatment with an EPAC2 inhibitor avoided this effect. A previous study reported that P2X4 receptor levels increase after SCI upon microglia/macrophage activation [60], while others have shown that P2X4 receptor expression promotes local inflammatory responses and neuropathic pain [60, 79]. Thus, the decrease in P2X4 receptor expression mediated by NPC transplantation suggests that NPC therapy results in an anti-inflammatory outcome. The reversion of P2X4 receptor expression status after ESI-05 treatment suggests a dependency on EPAC2 for the anti-inflammatory activities exerted by administered NPCs.

In addition to the attenuation of the proinflammatory environment, we also aimed to explore whether NPC transplantation altered neuropreservation in injured tissue by measuring the distance between NeuN + cells across lesions. Interestingly, we discovered that NPC transplantation favoured neuropreservation, with a two-fold lower gap distance between NeuN + cells and higher NeuN + density proximal to the injury epicentre observed. A reduction in the distance between neurons across the injury may indicate a more neuropermissive microenvironment and/or represent a crucial stage in facilitating neuronal plasticity and the formation of new relays, as rostral regenerating axons will cross shorter distances to reach caudal targets. Of particular interest, ESI-05 treatment reversed NPC-mediated neuroprotection, supporting a similar NeuN + cell gap observed in injured non-transplanted animals. A review of the literature provided evidence of some debate regarding the role of EPAC2 in mediating neuronal apoptosis/survival. While some studies indicate the involvement of EPAC2 in p38-mediated neuronal apoptosis in traumatic brain injury [80], others report improved locomotor recovery after S-220 treatment for SCI, thereby suggesting a neuroprotective role of EPAC2. The regulation of apoptosis or survival via EPAC2 may depend on different scenarios of neural injury pathogenesis [81]. In the context of SCI, we believe that EPAC2 mediates neuronal survival by globally impacting the tissue environment to reduce scar expansion and local proinflammatory processes mediated by M1-polarized microglia. Thus, the detrimental contribution of ESI-05 on the neuroprotective effect of NPCs may derive from an aggressive micro environmental context due to lesion expansion and exacerbated microglial proinflammatory responses caused by an absence of EPAC2.

Considering the short-time window of NPC intervention (1 week after transplantation), the ability of NPCs to provide trophic factors into the injured environment (as previously described [15]) should have relevant contribution in their therapeutic effects. Grafted NPCs constitutively secrete neuronal growth factor (NGF), brain and glial-derived neurotrophic factors (BDNF, GDNF) in vivo to inhibit neuronal loss after secondary excitotoxic damage, reduce the activation of both microglia and astrocytes, and impact the growth of sensory and motor axons, which are sensitive to those cues [15].

Overall, our data suggest that NPC transplantation promotes a more neuropermissive microenvironment during SCI by reducing scar extension, attenuating microglial activation, and promoting neuropreservation through EPAC2-dependent mechanisms.

### Conclusions

Overall, we provide a comprehensive, wide-ranging temporal profile of the physiopathological evolution of SCI combined with a transcriptional characterization of the impact of NPC transplantation. We have deposited the transcriptional data sets generated in the GEO under accession code GSE183591. We also propose a new hypothesis for cAMP decay after SCI, which may provide the impetus for additional research. We describe the tissue-specific and temporal expression of cAMP signalling components after SCI and experimentally demonstrate that NPC transplantation counteracts a significant proportion of SCI-induced cAMP signalling dysregulation. Finally, we demonstrated the influence of EPAC2 on the immunomodulatory and neuroprotective outcomes associated with NPC transplantation.

## Methods and materials

### Spinal cord injury model

Sprague Dawley rats (~ 200 g) were bred at the Animal Experimentation Unit of the Research Institute Príncipe Felipe (Valencia, Spain). Only female rats were used due to the ease of manual bladder emptying required after SCI, the reduced frequency of urinary infections after SCI [82], and more stable body weight during the experimental timeframe [83] compared to male rats. The maintenance and use of all animals were in accordance with guidelines established by the European Communities Council Directive (86/609/ECC) and the Spanish Royal Decree 53/2013. All experimental procedures were approved by the Animal Care and Use Committee of the Research Institute Prince Felipe (2021/VSC/PEA/0032). Rats were housed under standard temperature conditions with controlled 12 h light/dark cycles with ad libitum access to food and water. All animals were maintained by professionally trained staff.

For the surgical interventions, female rats were subcutaneously pre-medicated with morphine (2.5 mg/kg) and anesthetized with 2% isoflurane in a continuous oxygen flow of 1 L/min. Laminectomy was performed of the thoracic vertebrae 8–9 to expose the spinal cord and induce severe SCI at thoracic vertebrae 8 level by contusion applying 250 kdyn force using Infinite Horizon Impactor, as previously described [7, 84]. All animals were subjected to post-surgery care consisting of manual drainage of bladders twice a day until vesical reflex was recovered and subcutaneous administration of 5 mg/kg of Enrofloxacin (Alsir) for 7 days, 0.1 mg /kg of Buprenorphine twice a day for 4 days after each intervention, and 1 mg/kg of Tacrolimus starting from one day before NPC transplantation until the experimental endpoint. The experimental protocol included humane endpoint criteria when severe signs of distress were observed.

### NPC culture and transplantation

NPC isolation and culture were performed as previously described [85]. Briefly, spinal cords were harvested from adult (for the microarray performance) or neonatal (for the qPCR validation and combinatory transplantation with ESI-05 or vehicle) spinal cords (P3P5) in cold Hank's balanced saline solution (HBSS) with 10 µl/L penicillin/streptomycin (P/S; Sigma). Dissected tissue was gently pipetted to induce mechanical disaggregation, and cells were then cultured on ultra-low attachment plates as neurosphere-like cultures. Proliferation culture media comprised NeuroCult™ Proliferation Medium (StemCell Technologies, Grenoble, France) supplemented with NeuroCult™ Proliferation Supplement (Stem Cell Technologies) and 0.7 U/mL heparin (Sigma), 10 µl/L P/S (Sigma), 20 ng/mL epidermal growth factor (EGF; Thermo Fisher, Horsham, UK), and 20 ng/mL basic fibroblast growth factor (bFGF; Invitrogen). NPC transplantation was carried out directly after (acute model) or 1 week after (subacute model) contusion. 1 × 10^6^ NPCs at passages 3–4 were intramedullary administered at two injection points (2 mm caudal and rostral to the lesion epicenter) using a 26 G Hamilton pipette coupled to a siliconized glass pipette containing the cell suspension. NPCs were infused at a rate of 2 µl/min in a total volume of 5 µl/injection, waiting 2 min before removing the syringe to allow cell deposition into the tissue (as previously described [84]). Control injured animals were injected with the same volume of the cell-free medium. All animals were sacrificed 1 week after transplantation.

For the transcriptional study, animals were distributed into the following groups: animals sacrificed at one (T1), two (T2), four (T4), or eight (T8) weeks after SCI; and SCI animals with NPC transplantation at acute (T1_NPCS_) or sub-acute stages (T2_NPCS_) (*n* = 8 animals/group; *n* = 4 for microarray performance and *n* = 4 for qPCR validations). The in vivo combinatory treatment of NPC and the EPAC2 inhibitor (ESI-05) employed the following groups: SCI, SCI + NPCs, and SCI + NPCs + ESI-05 (*n* = 3 animals/group).

### Drug administration

Drug administration was performed by intrathecal catheterization starting 1 week after injury. Partial laminectomy and dura mater perforation were performed at T13 to introduce the catheter (Alzet Corp., Cupertino, CA, USA; previously filled with 0.9% saline solution) to the injured segment (Thoracic vertebrae 8 level). Catheters were coupled to osmotic pumps (Model 1007D, Alzet Corp. Germany) previously filled with 100 μl of drug solutions (either DMSO 60% [vehicle] for SCI and SCI + NPCs animals or ESI-05 12 mM in DMSO 100% for SCI + NPCs + ESI-05 animals) and incubated overnight at 37 ºC in a saline solution following the manufacturer's instructions. Pumps delivered 0.5 µl/h for 1 week to achieve a sustained concentration of 15 µM of ESI-05 (assuming a cerebrospinal fluid volume of 400 µl after injury).

### Sacrifice and sample processing

Animals were overdosed with sodium pentobarbital (100 mg/kg) and transcardially perfused with 0.9% saline solution. For further processing, spinal cord tissue was carefully removed and dissected into rostral, injured, and caudal sections (as described in each experimental design, see Figs. 1A, 4A, and 5A). Samples destined for histological analysis were fixed by immersion in 4% paraformaldehyde in phosphate buffer saline (PBS) for 24 h and then maintained in 0.1 M phosphate buffer (PB). Samples destined for RNA and protein isolation, obtained from 0.5 cm of the tissue adjacent (caudal and rostral) to the injury epicentre, were frozen in liquid nitrogen and stored at – 80 ºC until use.

### Microarray analysis

Total RNA was extracted using the RNeasy Mini Kit (QIAGEN) for transcriptional analysis according to the manufacturer's instructions. Labelled cRNA (3 µg) was hybridized with the Whole Rat Genome Oligo Microarray Kit (Agilent p/n G2519F-014879). The protocol and the raw and normalized data were deposited in the Gene Expression Omnibus (GEO) as open access at www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183591.

### Data processing and bioinformatic workflow

Agilent raw data were pre-processed by normalization and background correction using Agilent methodology. The intensity signal was standardized across arrays via quantile normalization [86].

The normalized expression matrix was used as input for two different analyses.

1. Differential expression analysis: Pair-wise analyses between conditions were designed to study: (i) the temporal evolution of the injury (every time point condition (T1–T8) versus uninjured (T0): T1–T0; T2–T0; T4–T0; T8–T0, (ii) the progression evaluation (each time point condition versus its previous time point), and (iii) treatment intervention (acute and subacute transplantation versus untreated and early subacute or late subacute SCI animals). Then, differential gene expression assessment for all comparisons was carried out using limma moderated *t*-statistics [87]. Multiple testing p-value corrections used the Benjamini–Hochberg procedure to derive adjusted *p*-values. Genes were called differentially expressed if their corrected *p*-value was smaller than 0.05.
2. Functional analysis: pathway analysis using the Hipathia R/Bioconductor package was first performed to estimate the level of activation of each subpathway in every sample from gene expression data. The effector proteins of a subpathway can be linked to GO terms (Biological Processes); Hipathia computes the level of activation of each function, summarizing the activity of all subpathways annotated in a GO term. Finally, a function activity analysis for all comparisons was performed using the limma package. The *p*-values were adjusted using the Benjamini–Hochberg method [34]. Those functions with an adjusted *p*-value lower than 0.05 were considered significant.

All bioinformatic steps were performed with the programming language R. Principal Component analysis was performed using the PCA function from the mixOmics package. Unsupervised hierarchical clustering heatmaps (using the euclidean distance) were generated with the heatmaply package.

### RNA extraction and RT-qPCR

Tissue samples were mechanically disrupted in 1 ml of TriZol Reagent (Invitrogen, Massachusetts, USA) using an ultraturrax. RNA extraction was performed according to Trizol standard method and afterward submitted to an additional step of clean-up by RNeasy MinElute Cleanup (Qiagen, Germany) to ensure the quality of the sample (*A*_260/280_ ≈ 2 and *A*_260/230_ ≥ 1.8).

One  μg of total RNA was reverse-transcribed using the high-capacity RNA-to-cDNA™ kit (Applied Biosystems, Massachusetts, USA) in a 30 min reaction at 42ºC. Specific primers were designed for each gene of interest- (Online Resource Table 5) using primer-BLAST (NCBI, Maryland, USA) and evaluated by efficiency curve performance. qPCR was performed in triplicate using AceQ SYBR qPCR Master Mix (ThermoFisher) in the Light-Cycler 480 detection System (Roche, Basel, Switzerland). Ct data were obtained with the LightCycler 480 relative quantification software (Roche, Basel, Switzerland). GAPDH mRNA level was used as an internal control for normalization. Changes in expression relative to control samples were calculated as 2^−ΔΔCt^.

### cAMP determination

 ~ 20 mg of each frozen tissue sample from rostral and caudal regions was weighed and homogenized in 10X volume of 0.1 M HCl. Determination of cAMP was performed using cAMP Direct Immunoassay Kit (ab65355, Abcam) following the manufacturer's instructions. The absorbance of each sample (in duplicate) at OD_450nm_ was measured by a VICTOR2 D fluorometer (PerkinElmer). The calculation of cAMP concentration was assessed by extrapolation to a standard curve.

For the cAMP analysis in the injury site, three longitudinal slices per animal in mid-depth of the spinal cord (taking the central canal as reference) were immunoassayed. The area positive for cAMP signal was normalized to the slice's total area.

### Histological assessment

After carefully removing the meninges, tissues were placed into paraffin blocks using a Modular tissue embedding centre (Myr, SL). Spinal segments were cut into longitudinal sections of 7 μm thickness using an HM340E Electronic rotary microtome (VWR International, Barcelona, Spain).

Paraffin tissue slices were first baked and washed. Prior to immunofluorescence, slices were incubated at 97ºC for 25 min in Tris–EDTA Buffer (10 mM Tris Base, 1 mM EDTA Solution, 0.05% Tween 20, pH 9) to unmask the epitopes and then blocked and permeabilized with 0.1% Triton X-100, 5% horse serum, and 10% foetal bovine serum in PBS. Immunofluorescence double staining was performed by overnight incubation at 4 ◦C with primary antibodies and 1 h with secondary antibodies at room temperature.

Primary antibodies used were—anti-B-III-Tubulin (α-ms,1:400, MO15013, Neuromics, Edina, MN, USA), anti-NeuN (α-CK,1:600, ABN91, Merck Millipore, Massachusetts, USA), anti-GFAP (α-CK, 1:1000 PA1-10,004, Thermo Fisher, Massachusetts, USA), anti-cAMP (α-Rb,1:100, 07–1497, Merck Millipore, Massachusetts, USA), anti-Epac2 (α-Rb,1:400, 43,239, Cell Signalling Technology, Massachusetts, USA), Iba-1 (α-Rb,1:400, 019–19,741, WAKO, Osaka, Japan), P2X4 (α-Rb, 1:400, purchased from Alomone Labs, Jerusalem, Israel). Secondary antibodies used were either AlexaFluor-488, -555, or -647 (1:400, Invitrogen, Massachusetts, USA) conjugated antibodies against the respective IgG of the primary antibody. DAPI (1:1000, Sigma, Missouri, USA) was used to stain cell nuclei.

Fluorescence images of each spinal cord slice were acquired using an Aperio Versa scanner (Leica Biosystems, Wetzlar, Germany). Images were visualized and quantified with the Image Scope software or ImageJ/Fiji software.

### Analysis of GFAP- areas

The glial scar is delimited by border-forming astrocytes expressing GFAP [88]. The analysis of the extension of the scar was carried out by quantifying the area delimited by GFAP staining (GFAP negative area) in at least twelve longitudinal slices per animal in a central range of – 252 to + 210 microns from dorsal to ventral, including the central canal (0), as represented in the illustration in Fig. 6A.

### Analysis of microglial circularity and P2X4 expression

Iba-1 immunostaining was employed to study the microglial morphology associated with their inflammatory profile [59]. As Iba-1 can also label engrafted macrophages, microglial populations within NeuN + dense areas of the white matter (which differ from the tissular location where the macrophages are found [into and surrounding injury zone]) were selectively studied.

ImageJ was used to compute the circularity of each Iba + cell in two different slices obtaining populations of more than 3800 cells per animal. Microglial cells were categorized by their activation level into subpopulations according to their circularity: (i) ≤ 0.25 (circular microglia) and (ii) > 0.25 (ramified microglia). P2X4 quantification employed the analysis of spinal cord slices, including the injury epicenter, by calculating the percentage of P2X4 + staining/total spinal area for each animal, as represented in Fig. 6E.

### Analysis of NeuN + Cell gap

The distance between NeuN + cells across the injury site was measured to evaluate the sparsity of neurons caused by SCI. Additionally, the number of NeuN + cells in tissue ranges of 2 mm from the injury epicenter towards rostral or caudal was counted, and the total number of NeuN + cells detected in each range per animal was calculated. The heat map representation in Fig. 6G shows the mean value per group. Twelve spinal cord slices per animal in a central range of − 252 to + 210 microns from dorsal to ventral, including the central canal (0).

### Statistical analyses

Bar plots are represented as mean ± standard error mean (SEM), and data were statistically analysed by Graph Pad Prism Software. First, the normality test Shapiro–Wilk was performed to test for the Gaussian distribution of each data set. If normality was met, homoscedasticity was evaluated using Bartlett's test. Heat maps, clustering graphics, and dot plots were generated with R. Comparisons between two groups used a one-tailed t-test with a confidence level of 95%. Comparisons between more than two groups were performed using a one-way ANOVA and Bonferroni's post-test for normal and homoscedastic data sets. If normality was not met, Kruskal–Wallis One-way ANOVA with Dunn's method or Tukey test post hoc correction was used. In the case of repeated measurements per variable, a nested ANOVA was performed. In the case of repeated measurement throughout the spinal depth, we used a two-way ANOVA and Tukey post-test.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

Supplementary file4

Online Resource Figure 1: Cumulative number of DEGs during SCI progression. The cumulative identification of DEGs at each time point after SCI represents the total number of genes dysregulated by SCI (even given correction at later points)

Online Resource Figure 2. Temporal clusters of altered biological functions after SCI. Graphical representation of the temporal pattern after SCI for each cluster and graphical representation of the activation level of highlighted functions for each cluster (except clusters 3 and 7, see Figure 2B)

Online Resource Figure 3. Venn diagram depicting DEGs impacted by acute (blue) and subacute (green) NPC transplantation and their intersection with SCI-related DEGs at one (yellow) and two (red) weeks after injury

Online Resource Figure 4. Highlighted GO terms altered by NPCs. GO terms altered by acute or subacute NPC transplantation and arranged by functional blocks have been selected

Online Resource Figure 5. EPAC2 staining in somas. (A) Representative images showing double immunostaining of EPAC2 and B-III-Tubulin cells. Two distinct types of EPAC2 labeling are detected: cytoplasmic (*) or plasma membrane-associated (◄). (B) Quantification of the percentage of cells with EPAC2 staining in the plasma membrane (p.m-EPAC2+ cells) showed no significant differences among groups

## Data Availability

The data that support the findings of this study are available on request from the corresponding author. The protocol and the raw and normalized data were deposited in the GEO for open access at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183591, with the accession number GSE183591.

# Supplementary material for: NPC transplantation rescues sci-driven cAMP/EPAC2 alterations, leading to neuroprotection and microglial modulation
**Source:** Cell Mol Life Sci. 2022 Jul 29;79(8):455. doi: 10.1007/s00018-022-04494-w
**Supplement:** Supplementary file 4 — Supplementary file4

| **GEN** | **PRIMER** | **PRIMER (5’-3’)** |
| --- | --- | --- |
| **EPAC2** | FW | ACAATACGCCTTGAGCCATCT |
|  | RV | GAGAAGGCTGTGCGTGGTAA |
| **BDNF** | FW | AGCAGTCAAGTGCCTTTGGA |
|  | RV | GACATGTTTGCGGCATCCAG |
| **PKA** | FW | TGCCACAACTGACTGGATCG |
|  | RV | GGCACAAGCACACCCCTAAA |
| **CaMKK2** | FW | AGAACTGCACACTGGTCGAG |
|  | RV | CCGGCTACCTTCAAATGGGT |
| **DARPP32** | FW | AGCAACCTGAGTGAGAACCAG |
|  | RV | AAGTAAGCTTCTGCCCCGC |
| **CREB1** | FW | CAGACAACCAGCAGAGTGGA |
|  | RV | TACAGTGGGAGCAGATGACG |

**Supplementary Material 1**. Primers sequences used for RT-qPCR analysis. FW: Forward primer; RV: Reverse primer; EPAC2: Exchange protein activated by cyclic AMP 2; BDNF: Brain Derived Neurotrophic Factor; PKA: Protein Kinase A; CAMKK2: Calcium/Calmodulin Dependent Protein Kinase Kinase 2; DARPP32: dopamine and cAMP-regulated phosphoprotein Mr 32; CREB: cAMP Responsive Element Binding Protein 1

How the deposited data were processed for this re-analysis (not part of the article)

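Gene expression was measured in spinal cord tissue of rats on 28 single-dye microarrays, 4 for each of 7 groups: T0, T1, T2, T4, T8, T1_NPC and T2_NPC. All 28 samples were assigned to a group from their labels, and no column of the value table was left without a sample. The authors deposited the scanner output of each array, which holds intensity values per spot. The processed intensity in it is corrected for background and for trends within the array but not normalized between arrays. The authors also deposited a value table, which holds log2 values after quantile normalization between arrays. All columns of that table have the same sorted values, and the distribution used as their reference is not the mean of these 28 arrays. Activation levels of signalling functions per animal were taken from the paper's supplementary table.

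The scanner outputs and the value table conflict on the sample of 16 of the 28 arrays. Each scanner output was given the sample whose column of the value table has the same rank order, which departs from the sample named on the scanner output for those 16 arrays. The choice followed the correlations between arrays and preceded every comparison of groups. The slide and the scan session of an array were taken from the scanner output so assigned. Results with the scanner outputs under their deposited samples, with the 12 undisputed arrays and with the value table in place of the scanner outputs are given beside the main results.

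Processed intensities were log2 transformed. Control spots were left out, as were 3724 spots (0.307%) that the scanner software marked as outliers. Arrays were quantile normalized together with limma 3.58.1 in R 4.3.3 (data.table 1.17.8 and jsonlite 2.0.0 for reading). The 43379 non-control spots were averaged to 41012 probes, and probes to 35469 features by the gene name of the array annotation, with no filter on dim probes. Of the probes, 20503 carried a RefSeq accession, and 16815 of these accessions were found in the reference table. No coordinates are given, since the array annotation and the reference table differ in genome build.

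A linear model with a mean for each group was fitted to all arrays with limma, followed by empirical Bayes moderation (2.33 prior degrees of freedom). The comparisons were T1, T2, T4 and T8 against T0, each time point against the one before it, each transplanted group against its time-matched injured group, and the difference between the transplantation effects. Features were called at a Benjamini-Hochberg adjusted p under 0.05. Features called at 1 or more and at all 4 time points, and features called with opposite directions after injury and after transplantation, were counted. Within-array differences between EPAC2 and the PKA subunit genes, dispersion of groups and activation levels were tested by exact permutation tests, two-sided. PCA used centred log2 values. The calls were also tested on simulated data, made from normal noise with each feature's estimated spread, in which known changes were added to 200 features.

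Genes are named in the text by a rule. Selected were the 24 cAMP signalling genes that the paper reports for the arrays, and genes of the lists where a list is reported. For each of 9 comparisons, the 3 features with the largest rise and the 3 with the largest fall were also selected. These features had to have an adjusted p under 0.05, a gene symbol, a signal well above background on every array of both groups, and no overlap between the groups. Not every gene selected is given in the text. The lists covered cAMP signalling, adenosine receptors, metabotropic glutamate receptors, cholesterol biosynthesis, cholesterol transport, JAK/STAT, leukocyte migration, neurons, oligodendrocytes, astrocytes, microglia and macrophages, T cells, progenitors, proliferation, red blood cells and the Y chromosome. Every gene of a list was found on the array except 1 JAK/STAT, 1 proliferation, 1 red blood cell and 3 Y-linked genes. Lists were tested with camera (preset correlation, and correlation estimated from the data) and fry, all from limma.

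Between 74.5% and 82.7% of probes were well above background on an array (median 79.4%), and the median processed intensity lay between 105 and 207 units. With 4 arrays per group, the number of arrays limits the precision.

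The comparisons, the lists, the naming rule and the following alternatives were set before the data were examined. They were scaling to the 75th percentile, normexp background correction (offset 50), the value table, outlier spots kept, dim probes left out (32707 probes in 27778 features kept), single probes, the brightest probe per gene, eBayes with trend and robust, and the time-course arrays alone. Others were the slide as a fixed or a random block (correlation 0.175), the replicate number as a block, only the compared groups in the fit, a change of at least 2-fold, each array left out in turn, an injury contrast that shares no array with the transplantation contrast, scaled features or the 500 most variable features in the PCA, and medians for the activation levels. The mean foreground signal was present on 8 arrays only, so normexp on the median signal was added. Also added after the data were seen were the scanner outputs as deposited, the 12 undisputed arrays, the scan session as a fixed block or a random block (correlation 0.225), a PCA of linear values, a PCA of called features and an adjustment over the functions with distinct activation levels.

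Activation levels along signalling circuits were not recomputed, and activation at T4 and T8 and the functional clusters were not analysed here. Measurements of the paper other than the microarrays were not used here.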

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

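The test of the scan session and the fits with the scan session as a random block were chosen only after the result was seen.

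In groups of 4, 1 sample lay far from the other 3 in 8 of the 215 groups examined. Chance alone sets apart about 1 in 20 groups, here 10.75, so their number is not above chance.

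Of the 8, 2 are positions in the PCA of the time course. On PC2, T1 replicate 1 had a score of 33.9 against -37.3 to -27.6 in the other T1 arrays, and T4 replicate 4 had 56.4 against -26.9 to -20.4 in the other T4 arrays. All 20 time-course arrays lay on the side of PC2 that goes with their scan session, and these are the only arrays of their groups from the first session. A candidate explanation is therefore the scan session, or the slides scanned in it, which cannot be separated from the session here. Both arrays have the same sample in the scanner outputs and in the value table, so the conflict over samples does not reach them. What differed between the sessions (hybridization, scanner setting or animals) stays open, and no biological explanation was tested.

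Another 5 are log2 values of cAMP genes. Adcy1 was 4.52 in T1 replicate 1 against 4.06 to 4.13 in the others, and Rap1b was 12.97 in the same array against 13.09 to 13.11. Adcy8 was 11.92 in T0 replicate 4 against 12.00 in each of the others, and Ppp1ca was 14.82 in the same array against 14.72 to 14.73. Prkar2a was 5.29 in T8 replicate 3 against 5.88 to 5.99. Except for Prkar2a and Adcy1, the distances are small and stand out because the other 3 arrays lie close together. T1 replicate 1 differs from its group in scan session, which T0 replicate 4 does not. Chance is not excluded for any of these 5 values, and no other technical explanation and no biological explanation was tested.

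The last is an activation level of the paper. The cellular response to cAMP was 0.00849 in T2 replicate 1 against 0.384 to 0.434 in the other T2 animals. Without this animal, the difference from T0 was -0.472 and that between T2_NPC and T2 was 0.210. The circuits behind the activation were not recomputed here, so no technical or biological explanation was tested.

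A further result was singled out because it differs between groups. The effects of acute and subacute transplantation differed in 112 features, of which 79 were called after acute transplantation only, 16 after subacute only and 17 after both. Effects had opposite signs in 76 features, and 47 were well above background on all 16 arrays. Chance cannot be excluded, since 7 of 100 random groupings of the arrays (the real one included) gave as many features. The number was 52 without T2 replicate 3, 59 without T2 replicate 1, 66 without T1 replicate 2 or 4, 72 without T2_NPC replicate 2, 203 without T1_NPC replicate 3 and 253 without T2 replicate 2. It was also 112 without T1_NPC replicate 2, the array farthest from its group, with 82 of the features shared. Each transplanted group fills a slide of its own, and 32 features were called with the slide as a random block and 251 with the scan session as a random block. Scaling to the 75th percentile, which shifts the median of all features by 0.14 on the log2 scale in this contrast, gave 1974. Differences between slides, normalization and the time of transplantation all stay open, and the time of transplantation was not tested apart from the slide.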

How the results depend on the processing

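Chosen after the data were seen were the scanner outputs as deposited, the 12 undisputed arrays, the scan session as a fixed or random block, normexp on the median signal, the PCA of linear values, the PCA of called features and the adjustment over functions with distinct activation levels. Unless a reason is given, the cause of a change was not tested.

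With the scanner outputs as deposited, limma called 0 features for T1, T4 and T8 against T0 (2426, 8405 and 4961 at an unadjusted p under 0.05) and 1 for T2 (1625). It called 1 at any time point, 0 at all 4 time points, and 0 for T2 against T1 (397), T4 against T2 (729), T8 against T4 (618) and T1_NPC against T1 (857). T2_NPC against T2 gave 43 features, the difference between the transplantation effects 4, and opposite changes after acute or subacute transplantation 0. EPAC2 minus Prkaca was -0.61, -0.53, -0.94 and -1.55 at T1, T2, T4 and T8. Of 1128 gene results, 643 lost their call and 0 changed direction past the threshold.

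The 12 undisputed arrays gave 195 features for T2 against T1, 82 for T4 against T2, 83 for T8 against T4 and 7471 for T2_NPC against T2, and PC1 held 55.2%. T1 and T4 then have 1 array each, which is assumed to vary like the other groups. The undisputed time-course arrays were all scanned in session 1 and the T2_NPC arrays in session 3, so T2_NPC against T2 may hold a session effect there. These arrays gave no value for T1_NPC, for the difference between the transplantation effects, for opposite changes after acute transplantation or for dispersion. Against T0, the number of DEGs stayed within 1.5 times its main value under every alternative except the deposited samples and the 2-fold requirement. Apart from these and from single arrays left out, it lay between 11197 and 18792 for T1, 12172 and 18033 for T2, 9666 and 17035 for T4, and 13547 and 18020 for T8, with the undisputed arrays lowest and the slide as a fixed block highest.

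A change of at least 2-fold, which adds a requirement, left 7773, 7037, 6384 and 6904 DEGs at T1, T2, T4 and T8, 10049 at any and 4696 at all 4 time points, 216 for T2 against T1, 23 for T4 against T2, 1612 for T1_NPC, 701 for T2_NPC, and 191 and 83 opposite changes after acute and subacute transplantation.

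T2 against T1 gave 865 features with the time-course arrays alone, 1717 with the slide and 1804 with the scan session as a fixed block, and 158 with only the compared groups in the fit. T4 against T2 gave 132, 311, 413 and 0 (3305 at an unadjusted p under 0.05 from limma) under these settings. It gave 27 with the value table, 30 with single probes, 30 with the brightest probe, 74 with normexp on the median, and 91 with the slide as a random block. T8 against T4 gave 117 with normexp, 120 with normexp on the median, 59 without dim probes, 105 with the scan session block, 60 with the slide as a random block, and 2 with only the compared groups. With only the compared groups, fewer arrays estimate the spread.

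For the replicate block, the replicate numbers were checked for pairing. Arrays of the same number correlated between -0.368 and 0.347 across the comparisons, with both signs in all but T8 against T0 (-0.274 to -0.208), so the numbers were not taken as pairs. The block gave 5 features for T4 against T2 and 18 for T8 against T4.

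T1_NPC against T1 gave 7382 features with 75th percentile scaling, 2349 with the slide and 1327 with the scan session as a random block, and 1309 with only the compared groups. T2_NPC against T2 gave 1670 and 1077 with the slide and the scan session as random blocks. The difference between the transplantation effects gave 1974 with 75th percentile scaling, 47 with normexp, 50 with normexp on the median, 63 without dim probes, 32 with the slide and 251 with the scan session as a random block, and 57 with only the compared groups. Opposite changes after acute transplantation numbered 1820 with 75th percentile scaling, 599 with the slide block and 390 with the session block, and after subacute transplantation 497 and 367 with these blocks.

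PC1 of the time course held 59.8% with normexp, 60.0% with normexp on the median, 55.8% without dim probes, 33.9% with scaled features, 66.7% with the 500 most variable features, 58.0% on the linear scale and 63.1% with called features. The most variable and the called features are kept for their differences between arrays. Apart from single arrays left out, the difference in dispersion stayed between 1.57 and 22.4 with an exact permutation p of at least 0.0538. For the cAMP activation, the difference of medians was -0.562 at T1, -0.478 at T2 and 0.276 for T1_NPC (exact permutation p = 0.0571 each). Over functions with distinct levels, the adjusted p was 0.0464 at T1 and 0.0531 at T2, against 0.0508 and 0.0653 over the 16 functions.

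EPAC2 minus the PKA subunit genes kept its direction and side of the threshold in all 24 comparisons under every alternative run except the deposited samples. With the undisputed arrays and with single arrays left out, direction alone was compared. Normexp on the median shrank the difference from Prkaca most, to between -0.96 and -0.62. Of 96 list results, 96 were unchanged with the value table, 93 with 75th percentile scaling and 94 with the slide as a random block. With the scanner outputs as deposited, 78 of the 96 were unchanged, 7 lost their call and 11 gained one. Of 1128 gene results, between 1055 and 1125 kept direction and call under the alternatives run on all of them, other than the deposited samples. Reversed were Prkar2b at T1 (-0.42) and Ntrk2 at T4 (-1.76) and T8 (-1.79) with the brightest probe, where the probe replaces the mean of probes that differ, and Prkaca for T2_NPC (-0.61) with the undisputed arrays. None of these 4 was called with the main settings.

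With each array left out in turn, T2 against T1 gave between 198 (without T2 replicate 1) and 841 (without T1 replicate 3) features. T4 against T2 gave 2 (without T4 replicate 1) to 91 (without T4 replicate 4), and T8 against T4 gave 6 (without T8 replicate 4) to 105 (without T4 replicate 4). T1_NPC gave 3005 (without T1 replicate 3) to 4937 (without T1_NPC replicate 1), T2_NPC 2015 (without T2_NPC replicate 2) to 3489 (without T2 replicate 4), and the difference between their effects 52 (without T2 replicate 3) to 253 (without T2 replicate 2). Opposite changes ranged from 621 (without T1 replicate 4) to 1416 (without T1_NPC replicate 1) after acute and from 541 (without T2 replicate 1) to 918 (without T0 replicate 3) after subacute transplantation. The dispersion difference ranged from 1.50 (without T2 replicate 2) to 10.8 (without T4 replicate 4; exact permutation p = 0.0353).

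Signal above background limits the remaining features, since 27778 of 35469 had a probe well above background on all arrays of at least 1 group. With dim probes left out, 1091 of 1104 gene results were unchanged and 13 gained a call.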

Differences from the paper's values

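No test or alternative was chosen to approach the paper's values, and of the settings named here the PCA of called features, normexp on the median and the settings for the scan session were chosen after the values were seen. Of 94 values of the paper compared, 8 differ.

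For T4 against T2, 46 DEGs were called, where the paper's number is 27. Of the alternatives set before the data were examined, the value table (27), single probes (30), the brightest probe (30), outlier spots kept (31) and a change of at least 2-fold (23) come within 1.5 times the paper's number. Scaling to the 75th percentile (51), normexp (68), dim probes left out (64), trend and robust (52), the time-course arrays alone (132), the slide as a fixed (311) or random block (91), the replicate block (5), only the compared groups (0, with 3305 at an unadjusted p under 0.05 from limma) and the omission of any single array (2 to 91) do not. Of these DEGs, 29 were higher at T4, where the paper's number is 18. Here 75th percentile scaling (20), the value table (18), outlier spots kept (19), single probes (18) and the brightest probe (19) come within 1.5 times the paper's number, and the other alternatives do not.

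PC1 of the time course held 45.5% of the variance, where the paper's value is about 91% in Fig. 1B, read by eye. The 500 most variable features gave 66.7%, which comes within 1.5 times the paper's value, and no other alternative set before the data were examined does. The features called at any time point, a set chosen after the values were seen, gave 63.1%, which is also within that range. PC2 held 11.5%, where the paper's value is about 4% in Fig. 1B, and no alternative set before the data were examined was computed for PC2. With the scan session removed, chosen after the values were seen, it held 9.95%, which does not come within 1.5 times the paper's value.

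For TRKB (Ntrk2), the log2 fold change against T0 was -0.55 at T1, -0.38 at T2, 0.25 at T4 and 0.10 at T8. The paper's values are about -1.5, about -1.6, about -1.2 and about -1.2 in Fig. 3B, read by eye. The brightest probe gave -1.94, -2.13, -1.76 and -1.79, which lie on the other side of the paper's values. They come within 1.5 times those values as read by eye, but by the SD rule for log2 fold changes (SD 0.236) they still differ at each time point. No alternative set before the data were examined closes this difference by that rule.

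Directions were compared next. The paper lists ADCY1 among the upregulated genes, whereas Adcy1 was lower than T0 here (-0.79 at T1), as it also is in the paper's Fig. 3B. It lists ADCY6, CREB and PPP1CA as upregulated, in a paragraph that opens with all evaluated time points. Here Adcy6 was higher and called at T4 and T8 but not called at T1 (0.32) or T2 (0.10), Creb1 was not called at T8 (0.17) and Ppp1ca was not called at T4 (0.20, limma adjusted p = 0.0541). With the slide as a fixed block, Adcy6 was called at T1. Ppp1ca was called at T4 with normexp, without dim probes, with trend and robust, with the slide as a fixed or random block, without T0 replicate 4 or T4 replicate 1, and with the scan session blocks chosen after the values were seen.

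The paper states that downregulated genes outnumber upregulated ones in each comparison, in a sentence that follows the comparisons with T0. This held for the 4 time points against T0. It held for both transplanted groups with the main settings, but T1_NPC against T1 had 5301 higher and 2081 lower with 75th percentile scaling, and T2_NPC against T2 had 1827 and 1788 with normexp (1816 and 1783 on the median signal, chosen after the values were seen). Of the comparisons of successive time points, T2 against T1 had 306 higher and 264 lower, T4 against T2 had 29 and 17, and T8 against T4 had 37 and 1. The paper's own numbers for the last 2 of these also have more genes higher than lower. The paper describes a rise in the metabotropic glutamate receptor function, whereas limma called 6, 7, 6 and 6 of the 8 receptor genes lower at T1, T2, T4 and T8 and 0 higher, which is expression and not activation.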

Other observations

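The tests of the assignment and the fits with the scan session as a block were chosen only after the result was seen.

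For each number of DEGs, other splits of the same arrays were examined. For T1, T2, T4 and T8 against T0 and for both transplanted groups against their injured groups, only 1 of 35 splits, the real one, gave as many features. This is the smallest share that 35 splits allow, and by it chance can be excluded at the 0.05 level for each comparison taken singly. For T8 against T4 it was also 1 of 35, but the number of features there, 38, was 2 with only the compared groups in the fit and 6 to 105 with single arrays left out. For T2 against T1, 2 of 35 splits gave as many, and chance cannot be excluded. The other split gave 679 features and has on 1 side only arrays of scan session 2 and on the other 3 arrays of session 1, and with the scan session as a block the real comparison gave 1804. For T4 against T2, 3 of 35 splits gave as many, and chance cannot be excluded. The others gave 99 and 46 features, the latter with arrays of session 2 alone on 1 side, and the blocked comparison gave 413. For features called at any time point and at all time points, 1 of 100 random groupings, the real one, gave as many, so chance can be excluded at that level. For opposite changes, 1 of 100 did for acute and 2 of 100 for subacute transplantation. The other groupings gave a median of 0, so these shares concern whether features are called and not whether opposite changes exceed chance among called features.

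More features were lower than higher at each time point against T0. Quantile normalization forces the same distribution on every array. With 75th percentile scaling the lowest percentage of lower features was 51.0% (at T8), but that scaling also brings the arrays to a common level, and the median signal before scaling was higher in T1 (177 to 192) than in T0 (134 to 156). Normalization and a larger fall than rise of transcripts after injury therefore cannot be told apart by this.

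The conflict over the sample of 16 arrays was tested on the difference between uninjured and injured arrays that both deposits agree on. Along that axis, set at 0 for the mean of the undisputed T0 arrays and at 1 for that of the undisputed arrays of T1 to T8, all 16 disputed arrays lay on the side of their group with the samples of the value table, with injured arrays at 0.811 or more and T0 arrays at 0.172 or less. With the samples of the scanner outputs, 12 of the 16 did. T0 replicates 2 and 4 then lay at 0.811 and 1.05, and T1 replicate 3 and T2 replicate 4 at 0.172 and 0.149. These positions argue against the deposited samples of these arrays, and T0, T1 and T2 as deposited would mix injured and uninjured profiles. A candidate explanation is therefore that these scanner outputs were deposited under other samples than the ones they were made from. The axis separates uninjured from injured arrays only, so the axis test does not decide the time point or the transplantation of an array. A Mantel test on the 190 pairs of 20 arrays was mixed. By the value table it gave Pearson 0.381 and Spearman 0.807 (permutation p = 0.0088). As deposited, it gave Pearson 0.375 and Spearman 0.375 (permutation p = 0.0112). Each p sets an assignment against no association and not against the other assignment, so these p-values do not decide between them. With the value table, all 17 DEG counts compared came within 1.5% of the paper's, so the paper's counts go with the samples of that table. That does not show which samples are true. For the disputed arrays whose deposited side the axis does not contradict, only the authors can settle the assignment.

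Both transplanted groups differed from their injured groups in many features, and each lies on a slide of its own in a scan session without other groups. The mean of the spike-in control probes relative to the 75th percentile was 3.48 on the T2_NPC slide and 3.52 on the T1_NPC slide (log2), against 3.33 to 3.66 on the time-course slides. This does not exclude a difference in labelling or hybridization strength, since one that dims spikes and genes alike leaves this ratio unchanged. The median signal before scaling was 105 to 127 in T1_NPC and 120 to 136 in T2_NPC, against 177 to 192 in T1 and 146 to 182 in T2. Differences between slides may account for a part. With the slide as a random block, T1_NPC against T1 kept 2348 of 4364 features and gave 2349 in all, and T2_NPC against T2 gave 1670, all of them among the 3437. The effects of the 2 transplantations, which share no array, correlated across 35171 features (Pearson r = 0.372, Spearman rho = 0.424; features are not independent replicates), and 1297 of the 1312 features called in both (98.9%) had the same direction. A batch shared by the transplanted slides and an effect common to both transplantations cannot be told apart by this, because no other group was scanned with them.

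Male donor cells were considered as a source of signal in the transplanted arrays. The 2 Y-linked genes found on the array, Ddx3y and Eif2s3y, were well above background in 0 of 16 pairs of transplanted array and gene and in 1 of 40 pairs on the time-course arrays. Male donor cells cannot be told apart from female or absent ones by this, because no array of male tissue shows that these probes respond. The median log2 fold change of these genes was 0.28 for T1_NPC and -0.03 for T2_NPC, with 0 genes called in any comparison.

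Opposite changes after injury and after transplantation use the same injured arrays in both comparisons. With an injury contrast that shares no array with the transplantation contrast, 51.5% of the features called in both were opposite after acute and 42.0% after subacute transplantation, and effects of random sign gave 55.5% and 56.8% on average with shared arrays. The shared arrays may therefore be the source of the excess of opposite over equal directions. Whether transplantation reverses changes of injury in some of these features stays open.

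Loss of neurons from the tissue was considered for the fall of EPAC2. All 18 neuronal markers examined are well above background in T0, and none is in another list. Their median log2 fold change was -1.6 at T1, -1.84 at T2, -1.7 at T4 and -1.81 at T8 (16, 17, 18 and 17 called lower). Snap25, which fell most, changed by -2.46, -2.79, -2.59 and -2.77. The number of markers with a larger fall than EPAC2 was 1, 2, 1 and 0 at these time points. Loss of neurons and lower expression within neurons cannot be told apart, since EPAC2 fell about as far as the markers that fell most and expression per cell was not measured.

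Other cell-type lists were examined against T0. The 10 oligodendrocyte genes had medians of -0.96, -0.80, -0.68 and -1.02 at T1, T2, T4 and T8. The 15 microglia and macrophage genes had 2.92, 2.81, 2.62 and 2.52, with 14, 15, 14 and 15 called higher, and the 10 T-cell genes had 1.99, 2.22, 1.91 and 2.26. The 9 proliferation genes had 3.72, 2.84, 1.93 and 1.42. They also fell between successive time points, by 0.93 from T1 to T2 (camera with estimated correlation, adjusted p = 0.0330), by 0.87 from T2 to T4 (adjusted p = 0.0369) and by 0.43 from T4 to T8 (adjusted p = 0.0935). The 10 progenitor genes had -0.03 (mean 0.56), 0.31, 0.60 and 0.54. The 10 astrocyte genes had -0.66, -0.14, 0.07 (-0.09 with 75th percentile scaling) and -0.02 (mean 0.12), and rose by 0.38 from T2 to T4 (adjusted p = 0.0356). The 4 red blood cell genes had 0.16, -0.04 (mean 0.17), -0.76 and -0.51, with camera adjusted p between 0.461 and 0.679. On all T0 arrays, 6 of the 10 T-cell genes, 8 of the 9 proliferation genes and all genes found of the other lists named here were well above background, and 2 of the microglia and macrophage genes are also in the leukocyte list. After transplantation, the JAK/STAT list was the only list called by camera with its preset correlation and the main settings (T2_NPC, median 0.47, adjusted p = 0.00800). Its call held under fry (adjusted p = 0.015) but not with the correlation estimated (adjusted p = 0.686).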
